# Comparative Transcriptomic Analysis of Subcutaneous Adipose Tissue from Local Pig Breeds

**DOI:** 10.3390/genes11040422

**Published:** 2020-04-15

**Authors:** André Albuquerque, Cristina Óvilo, Yolanda Núñez, Rita Benítez, Adrián López-Garcia, Fabián García, Maria do Rosário Félix, Marta Laranjo, Rui Charneca, José Manuel Martins

**Keywords:** Alentejano pig, Bísaro pig, RNA-seq, differentially expressed genes (DEGs), Dorsal subcutaneous fat, transcriptome

## Abstract

When compared to modern lean-type breeds, Portuguese local Alentejano (AL) and Bísaro (BI) pig breeds present a high potential for subcutaneous and intramuscular fat (IMF) deposition which contributes for better meat quality. The aim of this work was to explore the genome function to better understand the underlying physiological mechanisms associated with body fat accretion. Dorsal subcutaneous fat samples were collected at slaughter from adult animals (*n* = 4 for each breed) with ~150 kg body weight. Total RNA was obtained and sequenced for transcriptome analysis using DESeq2. A total of 458 differentially expressed (DE) genes (q-value < 0.05) were identified, with 263 overexpressed in AL and 195 in BI. Key genes involved in *de novo* fatty acid biosynthesis, elongation and desaturation were upregulated in AL such as *ACLY*, *FASN*, *ME1*, *ELOVL6* and *SCD*. A functional enrichment analysis of the DE genes was performed using Ingenuity Pathway Analysis. Cholesterol synthesis is suggested to be higher in AL via SREBF2, SCAP and PPARG, while lipolytic activity may be more active in BI through GH and AMPK signalling. Increased signalling of CD40 together with the predicted activation of INSIG1 and INSIG2 in BI suggests that this breed is more sensitive to insulin whereas the AL is less sensitive like the Iberian breed.

## 1. Introduction

Pork meat represents one of the main sources of protein, fat and iron for humans, accounting for about 30% of meat consumption worldwide. Fresh meat market is essentially dominated by a few genetically selected breeds with notable productive traits and raised under intensive conditions [1]. However, in the last decades, a growing interest for better meat quality has increased the tendency for native breeds to prosper [2,3]. These breeds are generally well adapted to the local environment and subsist in small populations with diversified and accessible food from natural resources. Alongside their inherent genetic value for biodiversity, local breeds are used to produce high quality dry-cured meat products, representing an important role in local economies, culture and landscape as the basics of sustainable local pork chains [2,4].

Alentejano (AL) and Bísaro (BI) are the two main Portuguese pig breeds. AL evolved from the primitive *Sus scrofa mediterraneus*, belongs to the Mediterranean group of breeds [5] and is genetically similar to the Iberian (IB) pig [6]. This breed is commonly raised in the south of Portugal and generally characterized by its light bone structure, black color, short and slim extremities and energetic nature [7]. A medium-sized pig, the AL grows at a low rate (except under the finishing phase “montanheira”) and presents a low prolificacy [8]. On the other hand, its high and early adipogenic activity provides a meat and fat composition that is attractive for both fresh meat market and for processing high-grade sausage and dry cured products [9,10]. Traditionally, the AL pig is raised under extensive conditions in an integrated pastoral system (“montado”) and during the fattening season is fed with acorns from the existing Quercus forests from October to February [5,7]. BI breed belongs to the Celtic group [5], sharing ancestors with highly productive breeds such as Large-White and Landrace. Production of BI is distributed throughout the north of Portugal, from the Tagus River to the northern border with Spain. It is characterized by its docile temperament, presenting a large body with large legs, head and shoulders. BI pig presents a higher prolificacy and productivity than AL, though lower than other genotypes with similar origins but raised under intensive production systems and subjected to genetic improvement programs [11,12,13,14]. On the other hand, the BI pig presents a lower adipogenic trend when compared to AL, but still higher than most modern lean breeds, which leads to a medium fat carcass with an overall good sensorial quality of meat and capability to further process into high-grade meat products [15,16]. Traditionally, BI production is based on small-scale family farms with a low number of sows, fed with domestic food scraps and horticultural by-products [17,18]. Nowadays, the number of sows per farm has increased, while reared by smallholders and in medium-sized farms based on free-ranged systems, most of them allowing access to pasture [19].

The old perception of adipocytes as a mere energy storage tissue is nowadays incomplete due to its extensive autocrine, paracrine and endocrine activities via liberation of various specific cytokines that modulate gene expression and nutrient flow to balance current metabolic needs [20]. Identification of these mechanisms and how they interact can help understand and treat associated metabolic diseases such as obesity and type-2 diabetes. Meanwhile, adipocyte size and number set the overall fatness attribute of a carcass that is essential for the marbling trait preferred by consumers which is described by the presence of an acceptable amount of intramuscular fat (IMF) [21]. Subcutaneous fat, on the other hand, is found beneath the skin in several layers separated by connective tissue, with the breeds overall potential for fat deposition affecting the full development of the most inner layer [21].

Lipid accumulation and further deposition precede a shift in the metabolic balance, favoring lipogenesis and adipogenesis over catabolic pathways such as β-oxidation and is consequence of an excessive caloric intake. The AL, as the Iberian pig and other Mediterranean breeds, feature a genetic predisposition to gain and preserve subcutaneous and IMF, referred as the thrifty genotype [22]. This susceptibility was historically advantageous when animals had to endure seasonal periods of starvation and the excess fat stores developed during periods of abundance were valuable sources of energy for survival [23]. Fatter animals generally present increased levels of circulating leptin and insulin. Leptin is secreted by the adipocytes as an attempt to control appetite and food intake [24], however humans and animals naturally propense to become obese, such as the IB pig, are found to display a pattern of resistance to leptin [25]. In IB pigs, leptin-resistance is at least partially justified by the presence of a fixed functional polymorphism in the leptin receptor gene [26,27] which was recently found as almost fixed in the AL (0.98) and at a much lower frequency in the BI breed (0.26) [6]. Obese animals also secrete more insulin in order to control circulating glucose levels by inducing glucose uptake and storage as glycogen, while triggering lipogenesis and preadipocyte differentiation [28,29]. On the other hand, insulin sensitivity has been previously proposed as a major factor to justify differences in phenotypical traits such as growth and body composition between local and lean modern breeds [30]. A recent study did, in fact, determine that growing IB pigs can develop insulin resistance at an early stage and that insulin is less effective in IB than in Landrace pigs [30]. A similar pattern of diminished insulin sensitivity and possible insulin resistance is therefore possible to develop in AL, particularly when compared to the leaner BI pig. Insulin resistance is characterized by an over secretion of insulin resulting in hyperinsulinemia that induces triglyceride accumulation and lipolysis inhibition in tissues via glucose transporter-4 (GLUT4), mediated by the phosphatidylinositol 3-kinase (PI3K) signaling pathway [29,31]. Furthermore, obese insulin resistant animals secrete more proinflammatory cytokines, which in turn contribute to the development of an obesity-induced chronic inflammation state [32]. These attributes show the potential and justify the continuing application of local pig breeds as biomedical models to study worldwide growing metabolic related disorders such as obesity, type-2 diabetes mellitus and cardiovascular diseases [25].

Genetic potential, along with specific feeding and production strategies, plays a major role on the development and composition of tissues. This work was intended to explore the genome function of AL and BI pig breeds at the level of adipose tissue, to better understand the underlying mechanisms associated with lipid deposition and productive traits of these breeds. This RNA-seq comparative analysis represents the first high-throughput transcriptomic data involving these local breeds and can help explain the metabolic differences that occur in their adipose tissue.

## 2. Materials and Methods

### 2.1. Animals, Experimental Design and Sampling

Purebred male castrated AL and BI pigs (*n* = 4 for each breed) were reared in a traditional free ranged system and individually fed commercial diets ad libitum until slaughter (~150 kg), under identical conditions to minimize non-genetic effects. AL pigs averaged a total of 155.0 days on trial while BI pigs averaged a total of 140.0 days on trial. Dorsal subcutaneous fat samples (DSF) were collected at slaughter as previously described [33], snap frozen in liquid nitrogen and maintained at −80 °C until total RNA extraction.

All animals were raised and slaughtered in conformity with the regulations and ethical guidelines of the Portuguese Animal Nutrition and Welfare Commission (DGAV, Lisbon, Portugal) following the 2010/63/EU Directive. Staff members of the team involved in animal trials were certified for conducting live animal experiments delivered by the Directorate of Animal Protection (DSPA, DGAV, Lisbon, Portugal).

### 2.2. RNA Extraction and Sequencing

Total RNA was isolated from 50–100 mg samples of DSF following Ambion^®^ RiboPure™ Kit (Thermo Fisher Scientific, Waltham, MA, USA) instructions. Total extracted quantity was measured using NanoDropTM 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Quality control was assessed using Agilent 2100 BioanalyzerTM (Agilent Technologies, Santa Clara, CA, USA) following Agilent RNA 6000 Nano Kit instructions, along with NanoDropTM 1000 260/280 and 260/230 coefficients that were checked for protein and chemical contamination, respectively. RIN values ranged from 6.5~8.5. The obtained total RNA was diluted into a concentration of 100 ng/µL and ~3 µg samples were sent for stranded paired-end mRNA-seq sequencing in Centro Nacional de Análisis Genómico (CNAG-CRG, Barcelona, Spain) on a HiSeq2000 sequence analyzer (Ilumina, Inc., San Diego, CA, USA). The raw data was downloaded from CNAG servers and treated accordingly.

### 2.3. Quality Control, Mapping and Assembly

FastQC program (version 0.11.8) [34] was run to assess the quality of the sequencing Fastq files. Sequence reads were trimmed three consecutive times for Ilumina adapters, poli-A and poli-T tails using Trim Galore (version 0.5.0) [35] while removing resulting low quality nucleotides (Phred Score, Q < 20) and short length reads (<40). The remaining reads were aligned to the reference pig genome version Sscrofa11.1 (Ensembl release 94) using HISAT2 version 2.1.0. Resulting SAM files were then converted to BAM with Samtools-1.9 [36] and HTSeq-count version 0.11.1 [37] was used to count and merge reads based on overlapping paired-end reads.

### 2.4. Differential Expression Analysis

Previously generated Gcount files were run with the R package DESeq2 [38]. In this tool, gene expression levels are obtained through count of total exon reads for the statistical analysis. DESeq2 sets up normalized counts that were filtered by the rule of minimum 50 reads per group. Genes were considered as DE when presenting a false discovery rate (FDR) or adjusted *p*-value lower than 0.05. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [39] and are accessible through GEO Series accession number GSE145956 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145956).

### 2.5. Functional Enrichment Analysis

To explore causal relationships associated with the resulting DE genes, predict downstream effects, identify new targets and better interpret their biological meaning within the adipose tissue context, a functional enrichment analysis was performed using Ingenuity Pathways Analysis software (IPA; QIAGEN). The list of candidate DE genes (q < 0.05) and their respective log2 FC ratio was uploaded into the application and then converged with IPA’s library (Ingenuity Pathway Knowledge Base) to identify biologically relevant information such as overrepresented pathways and functions, networks and regulators [40].

### 2.6. Real Time Quantitative PCR and Statistical Analysis

Previously extracted total RNA was reverse transcribed in 20 µL reactions using Maxima^®^ First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific, Waltham, MA, USA) following manufacturer’s instructions. In order to validate the data generated by RNA sequencing, Real Time-qPCR was performed for a set of 9 candidate genes including *ACACA*, *ACLY*, *ADIPOQ*, *ELOVL6*, *FASN*, *LEP*, *ME1*, *PCK1* and *SCD* (Supplementary Table S1). Standard PCRs were executed to check amplicon sizes.

Quantification reactions containing 12.5 μL of NZY qPCR Green Master Mix (2×) (NZYtech, Lisbon, Portugal), 0.3 μM of each respective sense primer and 12.5 ng of cDNA per sample were prepared in 96-well plates and run in a LineGene9600 Plus system (BIOER, Hangzhou, China). PCR program comprised an initial hold 10 min denaturation stage at 95 °C, followed by a 40 cycles amplification step of 15 s denaturation at 95 °C and 50 s at the respective primer pair annealing temperature (Supplementary Table S1). A melting stage to test PCR specificity was also added at the end involving a single cycle at 95 °C (15 s) followed by 60 °C (60 s), and a ramp-up 0.2 °C/s to 95 °C for 15 s with acquired fluorescence. Single peaks in the dissociation curves confirmed the specific amplification of the genes. A no-template control was run with every assay, and target samples were performed in triplicate as technical replicates. Ct values were regressed on the log of template cDNA concentration. For each gene, PCR efficiency was estimated by standard curve calculation [41] using five points of cDNA serial dilutions (1:4; 1:8; 1:16; 1:32; 1:64). *ACTB*, *RPL19* and *TOP2B* were selected as endogenous genes for normalization of target genes and their stability was assessed using the Genorm software (0.271 < M < 0.363) [42].

An Independent Samples t-test was performed on the dataset using IBM SPSS Statistics software (IBM SPSS Statistics for Windows, Version 24.0. Armonk, NY: IBM Corp) with significance defined as *p* < 0.05. Equal variances were tested with Levene’s Test for Equality of Variances. Significance levels lower than 0.05 were not considered as equal variances and another Independent Samples Test was performed assuming no equal variances. Equal variances were not assumed for *ACLY* (F = 12.5; *p* = 0.01) and *ME1* (F = 32.3; *p* = 0.001). Pearson correlation coefficients and associated *p*-values were estimated.

To measure the level of agreement between RNA-seq and Real time qPCR results, the concordance correlation coefficient (CCC) [43] was estimated using the Log2FC values per candidate gene.

## 3. Results and Discussion

### 3.1. Alentejano and Bísaro: Local Pig Breeds with Recognizable Meat Quality Traits

The animals tested in this study, purebred AL and BI pigs differ phenotypically, genetically and regarding their respective traditional production systems. These breeds represent the two most important local pig breeds produced in Portugal, and there is a renewed interest in their resulting crosses, the Ribatejano (RI) pig [11]. In a previous study [33], a comparison of productive and meat quality traits was analysed in the AL, BI and RI pigs, with BI presenting significantly better carcass traits than AL and intermediate values for the crossed pigs. From this study, four randomly selected individuals from AL and BI breeds were chosen for transcriptome analysis by RNA-seq. 

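RNA was taken from the dorsal subcutaneous fat of 4 Alentejano (AL) and 4 Bísaro (BI) pigs and sequenced as stranded paired-end mRNA libraries, 1 per pig. The paper gives about 150 kg as the body weight of the pigs, whereas the labels of the deposited samples call 150 kg the carcass weight. The authors trimmed the reads, aligned them to Sscrofa11.1 with HISAT2, counted them per gene with HTSeq-count and divided the counts by the size factors of DESeq2. The paper's text states that the libraries were stranded but does not name the strand setting used in the counting. The authors deposited these normalized counts of each pig for the 458 genes that they had called differentially expressed, and a table of 10710 genes with 1 log2 fold change (log2 FC) and p-value per gene. For each gene with values per pig, the log2 FC was computed as the difference between the mean log2(normalized count + 1) of the 4 AL and of the 4 BI pigs, so that a positive value is higher in AL and the change of genes with few counts is understated. The difference was tested with a two-sided exact permutation test over the 70 splits of the 8 pigs into 4 and 4, in which the smallest possible p is 0.029. These genes had been chosen for a difference between the breeds in the same pigs. The exact test therefore describes how well the breeds separate and is not an independent test. Gene positions were taken from the RefSeq annotation of Sscrofa11.1 by gene symbol, which placed 398 of the 458 genes.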

Currently, many RNA-seq experiments are performed at a low replication level and several publications suggest that a minimum of 2–3 replicates can be considered [44,45,46]. Selected AL pigs averaged a total of 155.0 days on trial with an average daily gain of 571.6 g/d while BI pigs averaged a total of 140.0 days on trial and an average daily gain of 619.4 g/d. On the other hand, when compared to BI, AL pigs presented significantly higher fat cuts proportions (32.0 vs. 25.4%, *p* < 0.05), average backfat thickness (78.6 vs. 45.1 mm, *p* < 0.01) and fat depth (69.6 vs. 36.5 mm, *p* < 0.01). BI pigs on the other hand presented higher primal cuts proportions (33.2 vs. 26.1%, *p* < 0.01), bone cuts proportion (13.8 vs. 11.8%, *p* < 0.05) and lean-to-fat cuts ratio (1.89 vs. 1.41, *p* < 0.05).

### 3.2. Mapping and Annotation

The average number of obtained sequenced reads was 45 million per sample. Length of reads was consistently 76 bp with the average associated quality score roughly close to 40. GC content ranged from 49 to 56%. Resulting trimmed paired-end reads were mapped to the reference genome Sscrofa11.1 with a consistent alignment rate of 97% using HISAT2 over all samples, which is higher than most previous pig transcriptome studies [47,48,49,50,51,52] and is probably due to an improved annotated reference genome.

### 3.3. Gene Expression Analysis: DESeq2

Previously obtained normalized counts were used to predict and establish the total number of DEG’s between breeds. 

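In each pig, every normalized count was a whole multiple of 1 step, the value of a single read after division by the size factor of that pig, and 100% of the values came out whole in all 8 pigs. The size factors recovered in this way were 0.675, 1.10, 0.930 and 0.753 for AL replicates 44, 49, 52 and 63, and 1.31, 1.46, 1.06 and 1.20 for BI replicates 25, 34, 36 and 37. The factors of the breeds overlapped, and their difference did not pass the exact permutation test (two-sided, p = 0.057). On the 458 differentially expressed genes, 495789, 883622, 617396 and 593801 reads had been counted in the AL pigs and 359708, 518197, 458542 and 636180 in the BI pigs. These reads are those of the 458 genes only. In the authors' deposited table, the mean normalized counts of the 10710 genes sum to 6.44% of the average number of sequenced reads per sample that the paper gives. The paper does not state whether that number is of single reads or of read pairs, on which this share depends.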

Over 10.7 K genes were detected across all samples with 458 found to have significantly different expression values between breeds (q < 0.05). 

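In the authors' deposited table, 10700 of the 10710 genes have a p-value, 6134 an adjusted p-value, and 458 an adjusted p-value below 0.05. A mean normalized count under 50 is given there for 8147 of the genes listed and for 163 of the 458 differentially expressed genes, and the lowest mean count with an adjusted p-value is 10.6. From the values per pig, the 4 AL and the 4 BI pigs did not overlap in 364 of the 458 genes (79.5%), against a share of 2.86% that chance gives for a gene that does not differ. For each of these 364 genes the exact permutation test gave p = 0.029, the smallest value that 4 pigs against 4 allow. For the other 94 genes, whose breeds overlapped, p was 0.057 or more. Such a p shows the overlap and does not compare the size of the difference with the spread between pigs. When the values were rescaled to the same upper quartile in each pig over these 458 genes, the setting that moved the count most among the rescalings and low-count limits tried, the breeds did not overlap in 236 genes. The median SD of log2(normalized count + 1) between pigs of a breed was 0.45.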

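Computed from the values per pig, the log2 FC had the sign of the authors' log2 FC in all 458 genes. Genes higher in AL were the more abundant ones, with a median over genes of 294 normalized counts per pig, against 35.3 for genes higher in BI. Breeds that did not overlap were found for 221 genes higher in AL and 143 higher in BI, but for 102 and 171 with the median of ratios recomputed over the 458 genes and for 60 and 176 with the upper quartile. Both rescalings rest on the called genes alone and move all of them towards BI, so that the change of this balance was fixed in advance. The 10710 genes of the authors' deposited table were divided by mean count into 10 classes of 1071 genes. The class with the highest mean counts has a median log2 FC of 0.32 over called and uncalled genes, with 74.2% of its genes higher in AL, and it holds 138 of the genes called higher in AL and 20 of those called higher in BI. The class below it has a median log2 FC of 0.09, and in each of the other 8 classes the median is negative. After the authors' log2 FC had been centred on the running median of genes with the nearest mean counts, a choice made after the values were seen, 306 genes had an adjusted p-value below 0.05 in place of 458, with 144 higher in AL and 162 higher in BI, and 250 genes were called both with and without centring. Genes without a name made up 10.3% of the 458 genes, with 27 higher in AL and 20 higher in BI.

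**Figure D1:**
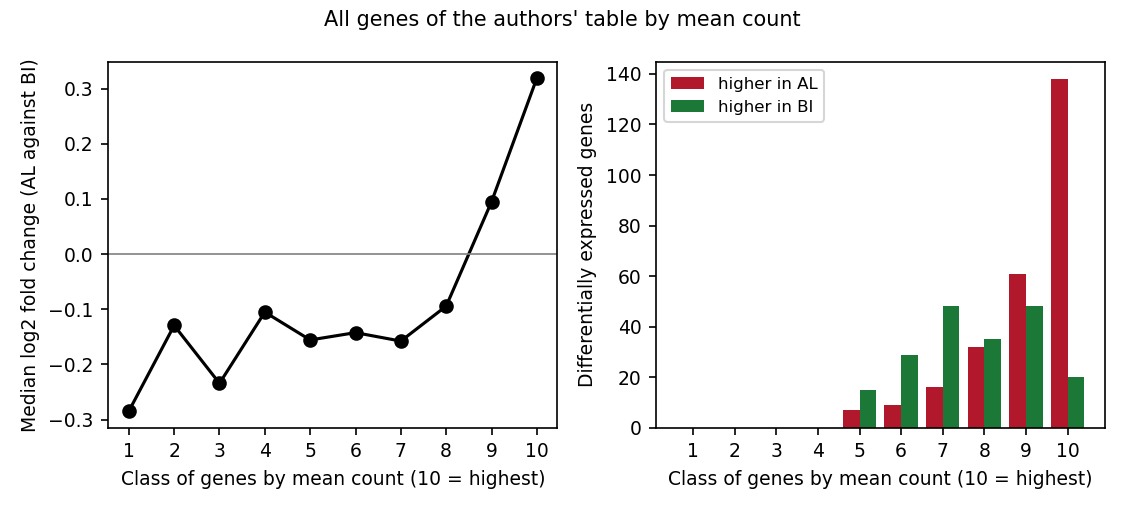
Genes of the authors' deposited table in 10 classes of equal size by mean normalized count, from the lowest (1) to the highest (10). The left panel shows the median log2 fold change of AL against BI over all genes of each class, which rises to 0.32 in the highest; the right panel shows the number of differentially expressed genes higher in AL and in BI, 138 and 20 in the highest class.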

A total of 263 genes were found overexpressed in AL and 195 in BI with 47 (20%) of total DEG’s still labelled as novel genes with hardly any information available on most databases. A full detailed list of the total DEG’s can be found in Supplementary Table S2. 

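BIRC7 (ENSSSCG00000036109) lies on chromosome 17 of Sscrofa11.1 from 62351663 to 62356220, and the 3′ end of NKAIN4 on the opposite strand lies within 5 kb of its own 3′ end. Its normalized count was 291 ± 112 (SD, n = 4) in AL and 10.1 ± 4.74 (SD, n = 4) in BI, a log2 FC of 4.77 (standard error 0.55, exact permutation test, two-sided, p = 0.029). All AL pigs had at least 138 and all BI pigs at most 13.3 normalized counts, and BI replicate 25, with 3.06, lay apart from the other 3 BI pigs. The authors' deposited log2 FC is 4.86, and among the alternatives a pseudocount of 10 moved the value most, to 3.85. TAS2R39 (ENSSSCG00000021954), a gene with 1 exon on chromosome 18 of Sscrofa11.1 from 7068087 to 7069798, had 0, 0.907, 1.08 and 1.33 normalized counts in the AL pigs and 1.53, 38.5, 2.83 and 40.0 in BI replicates 25, 34, 36 and 37. Its log2 FC was −2.68 (standard error 1.11, p = 0.029 in the same exact permutation test), and between −3.40 and −2.06 when each pig was left out in turn. The breeds did not overlap, but BI replicate 25 exceeded AL replicate 63 by less than the value of a single read, which is 0.765 normalized counts in the former pig and 1.33 in the latter. Of the 10 genes with the largest authors' log2 FC among those whose breeds did not overlap, 8 were higher in AL and 2, TAS2R39 and KBTBD8, in BI. After BIRC7 and TAS2R39 came FRS2 with a log2 FC of 3.54, A2M with 3.21 and TXNRD2 with 3.14. TXNRD2 had 284 normalized counts in AL replicate 44, which lay apart from the other 3 AL pigs with at least 667.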

The novel gene coding for the baculoviral inhibitor of apoptosis protein repeat containing 7 (*BIRC7*) was the most overexpressed in the AL breed (log2 FC = 4.86, q < 0.01) while Taste receptor type 2 member 39 (*TAS2R39*) was the most overexpressed in BI (log2 FC = −4.61, q < 0.05). In humans, *TAS2R39* plays a role in the perception of bitterness and is linked with the G protein associated with taste and the gustatory system [53]. In pigs, taste perception can influence feeding patterns which can consequently determine production traits and *TAS2R39* in particular has been previously associated with increased lipid deposition [54]. A recent study that investigated the allele frequency of known polymorphisms with associated meat quality traits in European local pig breeds [6], including AL and BI, found that the missense mutation p.Leu37Ser in *TAS2R39* associated with higher backfat deposition is practically absent in AL (0.01), while in BI is present in 13% of individuals. This contradicts phenotypic data and suggests that regulation of lipid content may occur at different levels and differ in pathways from AL pigs.

Overall, and as expected, genes encoding for enzymes or transcription factors involved in lipid synthesis were found overexpressed in AL. Furthermore, we confirmed that, in this breed, several major genes involved in the cascade of the de novo lipid synthesis, elongation for very long fatty acids and desaturation, were upregulated (Figure 1).

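The values of single pigs are given for 5 genes of the cascade drawn in Figure 1, ACLY, FASN, ELOVL6, SCD and ME1. All 5 were higher in AL, with log2 FC between 1.33 for ELOVL6 and 2.79 for SCD, and the 4 AL pigs did not overlap with the 4 BI pigs for 4 of them, the exception being ACLY. None of the 5 genes has exons that overlap another gene on the opposite strand or an opposite-strand gene whose 3′ end lies within 5 kb of its own. Within BI, replicate 36 had the highest normalized count of each of the 5 genes, and leaving that pig out gave the highest log2 FC of each. The authors' log2 FC were also centred on genes of similar mean count. The adjusted p-values of the 5 genes were then 0.00469 (ACLY), 0.0333 (FASN), 0.0196 (ELOVL6), 1.2e-06 (ME1) and 0.0535 (SCD).

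**Figure D2:**
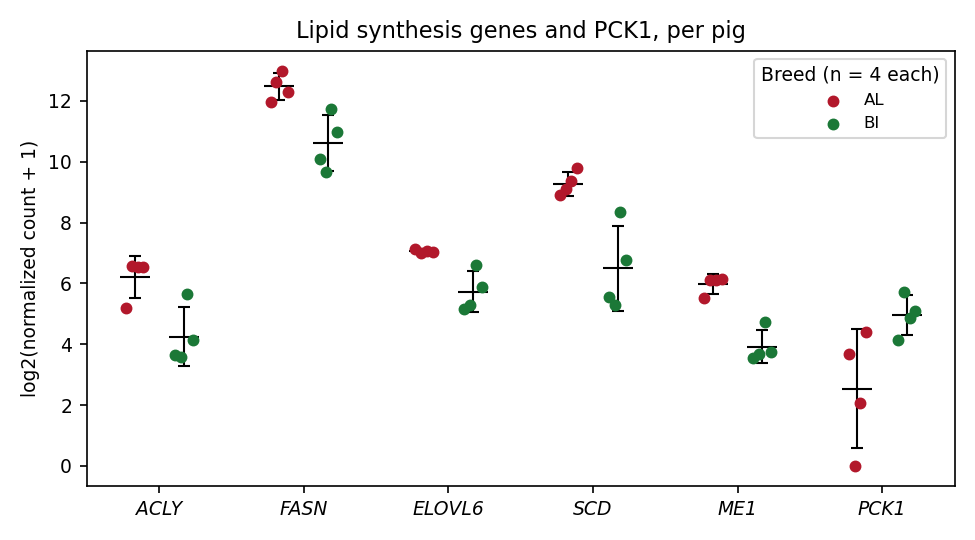
Expression of 6 genes in each pig, as log2(normalized count + 1), in AL (red) and BI (green). Points are single pigs, horizontal bars the mean of 4 pigs and error bars the SD; for FASN, ELOVL6, SCD and ME1 all AL pigs lie above all BI pigs, and for PCK1 the AL pigs lie lower on average but overlap with BI.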

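The gene for ACLY (ENSSSCG00000017421) lies on chromosome 12 of Sscrofa11.1 from 20796678 to 20841301. Its normalized count was 78.5 ± 28.6 (SD, n = 4) in the AL and 22.1 ± 18.2 (SD, n = 4) in the BI pigs, a log2 FC of 1.96 with a standard error of 0.59. The ranges of the breeds overlapped, because AL replicate 44, with 35.6, lay under BI replicate 36, with 49.1, and the difference did not pass the two-sided exact permutation test (p = 0.057). The other 3 AL pigs lay between 91.6 and 94.3 normalized counts. The adjusted p-value of the authors' deposited table is 0.00516.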

ATP citrate lyase (*ACLY*) was found significantly overexpressed in AL when compared to BI (log2 FC = 1.853, q < 0.01). ACLY is the primary enzyme responsible for the synthesis of cytosolic acetyl-CoA in many tissues. It catalyses the reaction where the citrate produced through Krebs Cycle, freely transported to the cytoplasm by the Citrate Carrier (CiC), is converted into acetyl-CoA and oxaloacetate [55,56], along with the hydrolysis of ATP, linking the carbohydrate to the lipid metabolisms. Acetyl-CoA is the main non-lipid precursor, with NADPH, for the synthesis of cholesterol and/or palmitic acid through *de novo* synthesis [57].

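ACACA was not among the 458 genes called differentially expressed, so that its values are those of the authors' deposited table. That table lists genes by identifier only, and exactly 1 of its 10710 genes has the log2 FC and the adjusted p-value that the paper prints for ACACA; it was taken as ACACA by that match. Its deposited log2 FC is 0.85 with a standard error of 0.36, from which a 95% interval of 0.15 to 1.55 was computed, and its unadjusted p-value from the authors' DESeq2 fit is 0.017. The mean count listed for it, 102, is exceeded by 1732 genes of that table.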

The first step to synthesize new fatty acids comprises the carboxylation of acetyl-CoA into malonyl-CoA [57], a reaction catalysed by the enzyme acetyl CoA carboxylase (ACACA) who’s gene was found in our data to be non-statistically different between breeds though a numerical difference was noted (log2 FC = 0.854, q = 0.116). That difference was then confirmed and boosted to trend by qPCR (log2 FC = 1.055, *p* = 0.077).

Long carbon chain FAs are then assembled in multiple repeated four-step cycles comprehending: condensation, reduction, dehydration, and reduction. In each cycle two carbon atoms are added to the acyl chain, which is the substrate for the next cycle with an activated malonyl CoA group [58]. For the complete synthesis of palmitic acid (16:0) the cycle must be repeated seven consecutive times, a reaction operated by the multifunctional enzyme complex fatty acid synthase (FASN) that requires much NADPH. 

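FASN (ENSSSCG00000029944), which has 43 exons on chromosome 12 of Sscrofa11.1 from 922405 to 937560, was the most abundant of the 5 cascade genes. Its normalized count was 5897 ± 1794 (SD, n = 4) in AL and 1827 ± 1171 (SD, n = 4) in BI, and every AL pig (at least 4022) exceeded every BI pig (at most 3409.9). The log2 FC was 1.86 (standard error 0.51, exact permutation test, two-sided, p = 0.029). Rescaled by a median of ratios recomputed over the 458 genes, with which the median log2 FC of these genes fell by 0.51, the log2 FC of FASN was 1.35 and the breeds overlapped (exact permutation p = 0.057).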

In our data, *FASN* was overexpressed in AL (log2 FC = 1.691, q < 0.01) validating the concept of an increased lipid biosynthesis in AL when compared to BI.

Elongation of saturated and/or unsaturated FAs occurs in the cytoplasmic face of the endoplasmic reticulum membrane where the elongation of very long chain fatty acids protein 6 (ELOVL6) plays a pivotal role by adding two-carbon atoms from a malonyl CoA donor [59]. *ELOVL6* was found also significantly overexpressed in AL (Log2 FC = 1.236; q < 0.01) suggesting a higher production of long chain FAs, particularly stearic (18:0) and oleic (18:1) acids.

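ELOVL6 (ENSSSCG00000036236, chromosome 8 of Sscrofa11.1 from 112038670 to 112190079) had 133 ± 5.75 (SD, n = 4) normalized counts in AL, with the 4 pigs between 127 and 141, and 56.7 ± 28.5 (SD, n = 4) in BI, where the pigs spread from 34.4 to 96.4. The log2 FC was 1.33 (standard error 0.34), and every AL pig exceeded every BI pig (two-sided exact permutation test, p = 0.029). Rescaling by the recomputed median of ratios gave ELOVL6 a log2 FC of 0.83 with an exact permutation p of 0.086.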

The acyl CoA desaturation also occurs at the endoplasmic reticulum. Stearoyl CoA desaturase (SCD), together with NADH-cytochrome b_5_ reductase and cytochrome b_5_, work as a membrane-bound complex to catalyse the reaction that introduces a double bond between C9 and C10 [60] to mainly create palmitoleic (16:1) and/or oleic acid which are major components of membrane phospholipids, triacylglycerols and cholesterol esters [58,60]. Furthermore, oleic acid is the starting point to assemble a variety of unsaturated FAs by a combination of elongation and desaturation reactions. SCD is the rate-limiting step of the reaction and, in our data, *SCD* gene was also found significantly overexpressed in AL (log2 FC = 2.311, q < 0.026). This suggests a higher synthesis of oleic acid and its derivatives in this genotype, which lead to a higher oleic acid content in meat as found in previous studies [7,9,61].

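For SCD (ENSSSCG00000010554, chromosome 14 of Sscrofa11.1 from 111461560 to 111478033), the normalized counts were 641 ± 184 (SD, n = 4) in AL and 129 ± 134 (SD, n = 4) in BI. The SD in BI exceeded the mean because BI replicate 36 had 324 normalized counts and the other 3 BI pigs between 38.5 and 109. Every AL pig still exceeded every BI pig, and the log2 FC was 2.79 (standard error 0.72, exact permutation test, two-sided, p = 0.029), or between 2.39 and 3.41 when each pig was left out in turn. After the authors' log2 FC had been centred on genes of similar mean count, the adjusted p-value of SCD was 0.0535, against 0.0263 in the authors' deposited table.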

When citrate is converted to acetyl-CoA and oxaloacetate, the later can be converted to malate through the action of malate dehydrogenase (MDH) and then to pyruvate to enter the glycolytic pathway [62]. The latter reaction is catalysed by malic enzyme 1 (ME1) and is characterized by the reversible oxidative decarboxylation of malate generating much of the NADPH supply required for lipid biosynthesis [63]. 

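The gene for ME1 (ENSSSCG00000004454) lies on chromosome 1 of Sscrofa11.1 from 82799878 to 82989895. Its normalized counts were 63.1 ± 12.5 (SD, n = 4) in AL and 15.1 ± 6.98 (SD, n = 4) in BI, and the log2 FC was 2.05 (standard error 0.31, two-sided exact permutation test, p = 0.029). In AL, replicate 44 had 44.4 normalized counts and lay apart from the other 3 pigs, which were between 68.8 and 70.4. The highest BI pig had 25.5. Leaving out each pig in turn gave log2 FC from 1.93 to 2.32.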

In our data, *ME1* gene was also found significantly overexpressed in AL (log2 FC = 2.090, q < 0.01) supporting the idea of an overall increased lipid synthesis in this breed.

Phosphoenolpyruvate carboxykinase 1 (PCK1) is responsible for catalysing the reaction where cytosolic oxaloacetate is converted to the intermediate phosphoenolpyruvate which can participate in gluconeogenesis or glycolysis when converted to pyruvate [57]. Moreover, PCK1 has been found to regulate free fatty acid reesterification and glyceroneogenesis in white adipose tissue [64]. Contrarily to what was found in another study using Iberian when compared to Duroc pigs [52], *PCK1* gene was found significantly overexpressed in BI (log2 FC = −1.959, q < 0.05) which suggest that in BI the path of gluconeogenesis/glyceroneogenesis pathway is favoured. 

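PCK1 (ENSSSCG00000007507, chromosome 17 of Sscrofa11.1 from 57930507 to 57936523) had few counts in both breeds. AL replicates 44, 49, 52 and 63 had 11.9, 0, 3.23 and 19.9 normalized counts, and the BI pigs had 32.5 ± 14.4 (SD, n = 4), from 16.8 to 51.5. The log2 FC was −2.42 with a standard error of 1.03, and the breeds overlapped, so that the two-sided exact permutation test gave p = 0.057. With each pig left out in turn, the log2 FC ranged from −3.04 without AL replicate 63 to −1.58 without AL replicate 49. A pseudocount of 10 reduced the log2 FC to −1.25. Under the median of ratios recomputed over the 458 genes, the log2 FC was −2.83 and the breeds did not overlap (exact permutation p = 0.029). That rescaling moves all 458 genes towards BI, so that it could only favour a gene higher in BI such as PCK1. With the authors' log2 FC centred on genes of similar mean count, the adjusted p-value of PCK1 was 0.0629.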

A single nucleotide polymorphism c.A2456C in the *PCK1* gene has been reported to favour higher intramuscular deposition and better meat quality in pigs muscle [65]. The presence of this mutation in AL and BI genotypes was recently studied [51] showing that AL presents the A allele practically fixed (0.97) as do the IB (0.96). However, the C allele is present in BI in approximately 50% of the animals. The C allele causes the integration of leucine instead of methionine at the position 139 of the enzyme, which is associated with higher meat water loss and less favourable fat distribution. PCK1 p.139Met is kinetically more active in the direction of phosphoenolpyruvate synthesis for glyceroneogenesis while the PCK1 p.139Leu (allele A) is more active in the opposite direction, leading to oxaloacetate synthesis [65] which may contribute to the less fatty phenotype of the BI breed contrasting to the higher lipid deposition and lower carcass traits.

Leptin (LEP) is a homeostatic hormone mediator mainly expressed in adipocytes. It is widely recognized for regulating food intake and energy expenditure at the hypothalamic level [66] although the exact working mechanism in the adipose tissue continue unclear. Circulating levels of LEP are consistently higher in fatty animals. LEP targets peripheral tissues favouring FA catabolism over lipogenesis and it has been suggested that leptin can regulate adipose tissue metabolism by autocrine signalling [67]. As in other studies with the Iberian pig breed [52,68,69], genetically similar to AL, compared to the leaner Duroc and Landrace breeds, *LEP* gene was found significantly overexpressed in the AL pig (log2 FC = 1.376, q < 0.05). This is in agreement with its recognized fatter phenotype and, very similar to the IB breed, suggesting the development of leptin resistance [27,52].

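Normalized counts of LEP (ENSSSCG00000040464, chromosome 18 of Sscrofa11.1 from 20106867 to 20124071) were 112 ± 55.7 (SD, n = 4) in AL and 43.3 ± 28.7 (SD, n = 4) in BI. The highest BI pig, replicate 36 with 86.0, exceeded the lowest AL pig, replicate 44 with 44.4. The log2 FC of 1.37 (standard error 0.58) did not pass the two-sided exact permutation test (p = 0.057), and it stayed positive, from 1.09 to 1.75, when each pig was left out. The adjusted p-value of LEP was 0.0535 after centring of the authors' log2 FC on genes of similar mean count.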

The CCAAT/enhancer-binding protein α (*CEBPA*) gene encodes a transcription factor, containing a basic-leucine zipper domain that recognizes the CCAAT sequence in the promoter region of specific target genes that indirectly participates in the regulation of multiple pathways, including glucose and lipid metabolism [70,71]. In humans, several studies have found a lower expression of *CEBPA* in obese groups [72,73] despite being usually associated to adipogenesis, adipose tissue development and lipid accumulation [71,74]. However, in our study, *CEBPA* was found upregulated in the obese AL (log2 FC = 0.974, q < 0.05) supporting the concept of increased lipid synthesis in this breed.

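CEBPA (ENSSSCG00000002866), a gene with 1 exon on chromosome 6 of Sscrofa11.1 from 43083200 to 43085884, had 218 ± 65.7 (SD, n = 4) normalized counts in AL and 111 ± 29.7 (SD, n = 4) in BI. Its log2 FC was 0.95 (standard error 0.31). AL replicate 44, with 130.4, lay under BI replicate 25, with 149, and the two-sided exact permutation test gave p = 0.057. Centring of the authors' log2 FC on genes of similar mean count gave CEBPA an adjusted p-value of 0.0858. Of the 20 genes that the paper names with a log2 FC, 16 stayed below 0.05 after centring. CEBPA, LEP, PCK1 and SCD did not.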

The fatty acid binding protein 4 (*FABP4*) gene encodes for a cytoplasmic protein found in adipocytes that binds long-chain fatty acids and plays an essential role in lipid metabolism and homeostasis. In cattle, FABP4 has been associated with better marbling and fat depth [75] and in pigs is a recognized genetic marker for meat tenderness and IMF content [76]. FABP4 is also known to indirectly influence adipogenesis and insulin responsiveness by adjusting the master regulator peroxisome proliferator-activated receptor gamma (PPARG) [77]. In our data, *FABP4* was found significantly overexpressed in AL (log2 FC = 1.061, q < 0.01), which agrees with the frequently higher expression values found in obese individuals [77]. 

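FABP4 (ENSSSCG00000040681) has 4 exons on chromosome 4 of Sscrofa11.1 from 55096400 to 55101209. Its normalized counts were 909 ± 104 (SD, n = 4) in AL, from 792 to 1045, and 436 ± 142 (SD, n = 4) in BI, from 317 to 641. The log2 FC was 1.10 (standard error 0.23, two-sided exact permutation test, p = 0.029). The median of ratios recomputed over the 458 genes moves all of them towards BI and could only weaken a gene higher in AL. It reduced the log2 FC of FABP4 to 0.59, with overlapping breeds (exact permutation p = 0.057). With the authors' log2 FC centred on genes of similar mean count, the adjusted p-value of FABP4 was 0.0486.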

Higher FABP4 levels are induced by increased levels of insulin or insulin-like growth factor-1 (IGF1) and are frequently associated with the development of insulin resistance [78].

Adipocyte expression of IGF2 has been previously associated with enhanced foetal growth and subcutaneous preadipocyte differentiation via PPARG activation while decreasing fat deposition in visceral preadipocytes [79]. In pigs, *IGF2* is a candidate gene for meat production and carcass traits [80]. An intronic mutation in *IGF2* (g.3072G > A) is strongly related to fat depot and muscle development when the G allele is present [81]. In AL pigs the G allele is fixed while in BI the A allele is residual (0.01) [6]. 

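The gene for IGF2 (ENSSSCG00000035293, chromosome 2 of Sscrofa11.1 from 1469183 to 1496417) had 298 ± 51.9 (SD, n = 4) normalized counts in AL and 551 ± 229 (SD, n = 4) in BI. BI replicate 25, with 894, lay apart from the other 3 BI pigs, which had between 411 and 457. No BI pig overlapped with the AL pigs, whose highest value was 347, and the log2 FC was −0.82 (standard error 0.29, two-sided exact permutation test, p = 0.029). Without BI replicate 25, the log2 FC was −0.56.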

*IGF2* was found significantly overexpressed in BI (log2 FC = −0.884, *p* < 0.05) despite their leaner phenotype which indicates that fat deposition is regulated at other levels. This result is in agreement with previous studies that found IGF2 overexpression in leaner Duroc when compared to the fatter Iberian pig genotype [52].

Similar to what was found in a recent study [52] that compared the transcriptome of animals with distinct tissue distribution (Iberian vs. Duroc), a set of genes that play an important role in growth and development was, within our dataset, consistently found overexpressed in BI, the breed with the highest lean muscle tissue deposition. Those genes included *IGF2* (log2 FC = −0.884, q < 0.05), *FOS* (log2 FC = −1.087, q < 0.05) and *FOSB* (log2 FC = −2.028, q < 0.01). Moreover, several other genes associated with proliferation of muscle cells and cellular development were consistently found overexpressed in this local breed, including *APOD* (log2 FC = −1.087, q < 0.05), *DUSP1* (log2 FC = −1.539, q < 0.01), *EGR1* (log2 FC = −1.172, q < 0.05), *ELN* (log2 FC = −1.743, q < 0.01), *KLF4* (log2 FC = −1.103, q < 0.05) and *STAT3* (log2 FC = −0.940, q < 0.05). These findings agree with other previous works [49,52,82] and support the idea that growth and development stimuli, particularly in the more productive breeds, can occur and be regulated at a multiple tissue level.

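For FOS (ENSSSCG00000002383, chromosome 7 of Sscrofa11.1 from 98449508 to 98451971), the normalized counts were 245 ± 119 (SD, n = 4) in AL and 519 ± 71.4 (SD, n = 4) in BI, a log2 FC of −1.21 (standard error 0.40). FOSB (ENSSSCG00000031616, chromosome 6 of Sscrofa11.1 from 51836780 to 51844531) had 65.4 ± 29.2 (SD, n = 4) and 264 ± 46.4 (SD, n = 4) normalized counts, respectively, and a log2 FC of −2.10 (standard error 0.37). In both genes all BI pigs exceeded all AL pigs (two-sided exact permutation test, p = 0.029 for each). Within AL, replicates 44 and 63 had more than replicates 49 and 52 in both genes, with 314 and 373 normalized counts of FOS against 117 and 176. BI replicate 37, with 195 normalized counts of FOSB, lay apart from the other 3 BI pigs. The 3′ end of an opposite-strand gene lies within 5 kb of that of FOS.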

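Of the 6 genes APOD, DUSP1, EGR1, ELN, KLF4 and STAT3, all had a negative log2 FC, and the breeds did not overlap in 5 of them (two-sided exact permutation test, p = 0.029 for each). DUSP1 had the largest of these 5 differences, with 50.0 ± 13.9 (SD, n = 4) normalized counts in AL, 145 ± 55.1 (SD, n = 4) in BI and a log2 FC of −1.48 (standard error 0.36). The log2 FC was −1.28 for EGR1, where BI replicate 36 with 404 normalized counts lay above the other 3 BI pigs, −1.14 for APOD, −1.10 for KLF4 and −0.90 for STAT3, which had the smallest standard error of the 6 genes (0.16) and whose 3′ end lies within 5 kb of that of STAT5A on the opposite strand. The exception was ELN, with 16.5 ± 4.49 (SD, n = 4) normalized counts in AL and 55.0 ± 32.3 (SD, n = 4) in BI, where BI replicate 37 (19.2) lay under the highest AL pig (22.6). Its log2 FC was −1.48 (standard error 0.53) with an exact permutation p of 0.057. Under the median of ratios recomputed over the 458 genes it was −1.98 with breeds that did not overlap. That rescaling moves all 458 genes towards BI and could only favour such a result for ELN.

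**Figure D3:**
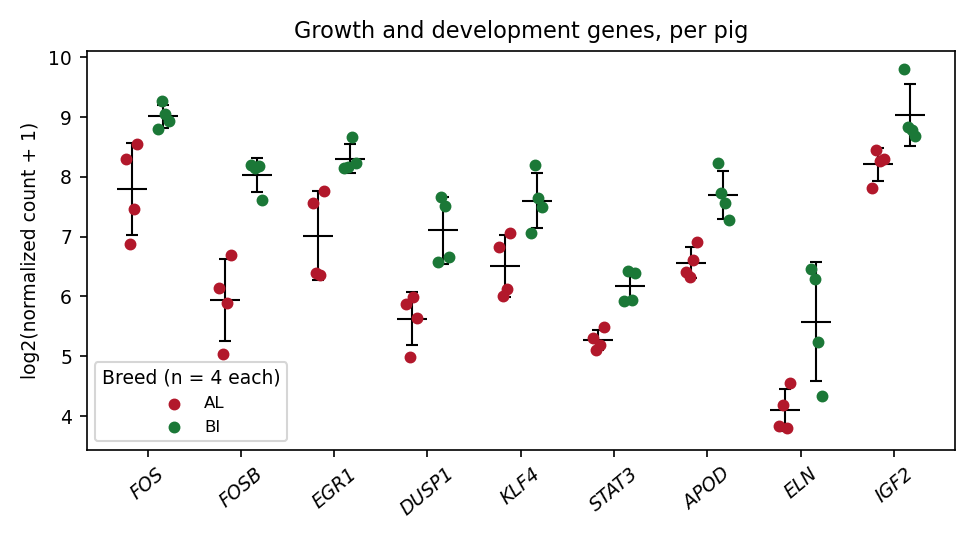
Expression of 9 genes called higher in BI in each pig, as log2(normalized count + 1), in AL (red) and BI (green). Points are single pigs, horizontal bars the mean of 4 pigs and error bars the SD; all BI pigs lie above all AL pigs in 8 of the 9 genes, the exception being ELN.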

### 3.4. Validation by Real Time qPCR

In order to validate the RNA-seq results, the relative expression of a selected group of DE genes as well as some non-DE genes was assessed by semi-quantitative Real Time PCR within the same sampling universe (Table 1). Overall, RNA-seq results agreed with the results obtained from real time qPCR, despite occasional small significance inconsistencies within some genes probably due to particularities of each method regarding accuracy, sensitivity and specificity.

As found in other studies [49], statistically significant differences generally tend to be higher with the RNA-seq approach when compared to the Real-Time qPCR technology where *p*-values are higher. A concordance correlation coefficient (CCC), usually employed to measure the degree of agreement between two variables in order to evaluate the reproducibility of tested methods, was determined between the RNA-seq and qPCR methods. 

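Lin's concordance correlation coefficient between the log2 FC computed here from the normalized counts and the paper's qPCR log2 FC was 0.874 over the 7 genes of Table 1 with values per pig (ACLY, ELOVL6, FASN, LEP, ME1, PCK1 and SCD). The signs were the same in all 7 genes, and the log2 FC was larger in size by RNA-seq in 6 of them. The RNA-seq value exceeded that of qPCR by 1.44 for SCD and by 1.05 for ME1, the largest differences, and the mean difference between the methods (RNA-seq minus qPCR) over the 7 genes was 0.67. With the authors' deposited log2 FC for all 9 genes, those of ACACA and ADIPOQ identified by the values the paper prints, the coefficient was 0.898. The 7-gene coefficient ranged from 0.782 to 0.920 when each pig was left out in turn. PCK1 was the only gene of the 7 higher in BI (−2.42, against −2.66 by qPCR), far from the others by both methods. The coefficient rests largely on that distance, which leaving out pigs does not test. Genes are not independent replicates, so no p-value was computed.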

The obtained value of 0.804 demonstrates a substantial strength-of-agreement between the treatments.

### 3.5. Functional Analysis

IPA software was used to find overrepresented biological functions, pathways and potential upstream regulators within the candidate DEG dataset, where 380 of the total 458 candidate DEG’s were recognized by its database.

Gene Ontology enrichment analysis revealed a total of 500 involved biological functions (*p* < 0.05) within our DEG dataset (Supplementary Table S3), with 17 of these being significantly activated (z-score ≤ −2 or ≥2) in a breed. 

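Of the 6 genes that Supplementary Table S3 lists under generation of embryonic cell lines, 4 (GATA2, ID1, KLF4 and MYT1L) were higher in BI and 2 (CEBPA and SHC1) in AL, and the breeds did not overlap in 3. Among the genes listed under hypoplasia of cells, CDK4 (log2 FC 0.74), CNOT7 (1.82) and SHC1 (0.87) were higher in AL, and the breeds did not overlap in any of these. The list of genes for necrosis was not used here.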

A total of 5 functions related either to development and growth or cell death were predicted to be activated in BI (z-score ≤ −2) including generation of embryonic cell lines, necrosis and cell hypoplasia. 

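Among the genes of Supplementary Table S3, 11 of the 13 listed under activation of myeloid cells were higher in AL, with a median log2 FC of 0.95, and the breeds did not overlap in 7 of the 13. All 6 genes listed under activation of granulocytes were higher in AL, but the breeds overlapped in 3 of them, the mitochondrial genes for cytochrome b, ND4 and ND4L. Under cell proliferation of hepatoma cell lines, 7 of 12 genes were higher in AL, whereas under proliferation of fibroblast cell lines 13 of 23 were higher in BI and the median log2 FC was −0.90.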

On the other hand, 12 biological functions mostly related to cell-signalling and cellular development were predicted to be activated in AL (z-score ≥ 2), including cell proliferation of hepatoma cell lines, activation of myeloid cells, proliferation of fibroblast cell lines and activation of granulocytes. Other biological functions of interest were found significantly associated to our gene dataset, but no directional prediction was attained. 

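In the gene lists of Supplementary Table S3, synthesis of lipid held 22 genes higher in AL and 11 higher in BI, with breeds that did not overlap in 25 of the 33. Synthesis of sterol held 7 genes higher in AL and only CYP8B1 higher in BI. For concentration of fatty acid 11 of 16 genes were higher in AL, for concentration of triacylglycerol 11 of 17, for quantity of white adipose tissue 6 of 7, for quantity of glycogen 6 of 8, for insulin sensitivity 7 of 9, for gluconeogenesis 4 of 7, for inflammatory response 18 of 31 and for proliferation of muscle cells 9 of 16. Size of animal was the only one of these lists with more genes higher in BI, 7 of 10. Under the rescalings over the 458 genes, DNM2 in the list for concentration of fatty acid was the only gene of the 458 that changed sign, under the upper quartile, whose shift exceeded its log2 FC.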

Among them, size of animal, gluconeogenesis, quantity of glycogen, synthesis of lipid, concentration of fatty acids, quantity of white adipose tissue, concentration of triacylglycerols, synthesis of sterols, proliferation of muscle cells, inflammatory response and insulin sensitivity. As reported in a similar study that compared the breed effect on the adipose tissue transcriptome [52], our results suggest that a highly activated inflammatory state, frequently defined as meta-inflammation, may have developed in the adipose tissue due to the large fat mass attained, particularly in AL pigs.

A total of 57 canonical pathways were found associated with our DEG dataset (*p* < 0.05) (Supplementary Table S4). 

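CD40 signalling lists 5 genes in Supplementary Table S4, of which FOS, ICAM1, PIK3R4 and STAT3 were higher in BI and IKBKG in AL. ICAM1 had 5.65 ± 3.54 (SD, n = 4) normalized counts in AL and 19.8 ± 13.8 (SD, n = 4) in BI, and PIK3R4 11.8 ± 4.04 (SD, n = 4) and 34.8 ± 25.6 (SD, n = 4), respectively. In both genes the breeds overlapped, with two-sided exact permutation p = 0.086 for ICAM1 and 0.11 for PIK3R4. IKBKG had 344 ± 44.9 (SD, n = 4) normalized counts in AL and 165 ± 33.8 (SD, n = 4) in BI, a log2 FC of 1.07 (exact permutation p = 0.029). BI replicate 36, with 215, lay apart from the other 3 BI pigs. The 3′ end of COL6A6 on the opposite strand lies within 5 kb of that of PIK3R4. Mouse embryonic stem cell pluripotency lists AXIN1, CREBBP, ID1, PIK3R4 and STAT3, all higher in BI, and the breeds did not overlap for AXIN1, CREBBP and STAT3.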

Two of them were found within the scope of a directional prediction (z-score ≤ −2; z-score ≥ 2), namely CD40 signalling (z-score = −2.236) and mouse embryonic stem cell pluripotency (z-score = −2.236). *CD40* encodes for a protein member of the TNF-receptor superfamily which operates as a receptor for immune system cells and participate in the regulation of numerous immune and inflammatory responses [83]. Studies in mice [84,85], have pointed the regulatory role of CD40 in obesity-induced insulin resistance and has associated CD40 deficiency with increased inflammation and decreased insulin sensitivity, pointing its potential in preventing obesity and metabolic disorders. The fact that CD40 signalling is one main canonical pathways found and that is significantly favoured in BI, supports the idea that insulin resistance is mainly occurring in the AL breed, where decreased insulin sensitivity is suggested due to the pro-inflammatory effect of the exacerbated level of adipose tissue deposition when compared to the leaner BI.

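Growth hormone signalling lists 7 genes, with FOS, IGFALS, PIK3R4 and STAT3 higher in BI and A2M, CEBPA and IRS1 higher in AL. A2M had 23.4 ± 7.20 (SD, n = 4) normalized counts in AL and 2.16 ± 2.12 (SD, n = 4) in BI, and the breeds did not overlap (two-sided exact permutation test, p = 0.029). IGFALS had 20.2 ± 8.03 (SD, n = 4) and 50.0 ± 22.3 (SD, n = 4), respectively, a log2 FC of −1.27 (exact permutation p = 0.029). The 3′ end of NUBP2 on the opposite strand lies within 5 kb of that of IGFALS. The HOTAIR regulatory pathway lists 10 genes, 5 higher in each breed. The breeds did not overlap for all 5 genes higher in AL (ELAVL1, MMP24, SPP1, WNT8B and YY1) and for 3 of those higher in BI (AEBP2, CREBBP and STAT3). WNT8B, with an opposite-strand exon overlap, had 0.765 normalized counts in BI replicate 25, apart from the other 3 BI pigs. SPP1 had the largest log2 FC of this list, 2.08 (standard error 0.76).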

The top canonical pathway detected was Growth Hormone (GH) Signalling (*p* = 1.95 × 10^−4^), followed by the HOTAIR regulatory pathway (*p* = 3.80 × 10^−4^), both suggested to be activated in BI (−0.378 and −0.632 of z-score, respectively). GH is widely recognized for its anabolic and lipolytic functions, stimulating muscle and bone growth mediated by IGF1 secretion. In adipocytes, stimulated GH receptors induce lipolysis through oxidation and triacylglycerol breakdown [86]. On the other hand, the homeobox transcript antisense intergenic RNA (HOTAIR) is part of the long noncoding RNAs class that is suggested to regulate the expression of numerous signalling transcripts and is a potential biomarker for several types of cancer [87]. Recent studies have also associated upregulated levels of HOTAIR with increased adipogenesis, through upregulation of *FASN* [88,89], which suggest a different regulatory pathway in BI compared to the AL breed, that presented a higher expression of *FASN*.

Other interesting canonical pathways associated to BI include prolactin (z-score = −0.447, *p* = 0.002) and signalling of a few specific regulators such as AMP-activated protein kinase (AMPK) (z-score = −1.134, *p* = 0.01), IGF1 (z-score = −0.447, *p* = 0.048) and cytokines interleukin-2 (IL-2) (z-score = −1.000, *p* = 0.019) and IL-3 (z-score = −1.000, *p* = 0.019). These pathways suggest a higher lipolytic activity within the BI adipocytes, along with the activation of anti-inflammatory signals that may help control insulin sensitivity. 

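Supplementary Table S4 lists 6 genes for prolactin signalling, of which 4 were higher in BI, 5 for IGF-1 signalling with 3 higher in BI, and 4 each for IL-2 and IL-3 signalling with 3 higher in BI. For AMPK signalling, 6 of the 9 genes listed (ELAVL1, FASN, GYS1, IRS1, LEP and PHF10) were higher in AL and 3 (ADRA2C, CREBBP and PIK3R4) in BI. PIK3R4 is on the lists of all 9 pathways named in the text that have a negative z-score in Supplementary Table S4 (these 5, CD40, mouse embryonic stem cell pluripotency, growth hormone and HOTAIR), STAT3 on 7, FOS on 6, and CREBBP, IRS1 and SHC1, of which IRS1 and SHC1 were higher in AL, on 4 each, so that the pathways are not independent of one another. IL2RA, listed for IL-2, had 13.3 ± 5.07 (SD, n = 4) normalized counts in AL and 42.7 ± 24.0 (SD, n = 4) in BI (log2 FC −1.53, two-sided exact permutation p = 0.029). SHC1, whose exons overlap exons of CKS1B on the opposite strand by 111 bp, had a log2 FC of 0.87 and IRS1 of 0.97.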

Prolactin plays a major role in lactation and can also regulate the reproductive and immune systems. Metabolically, prolactin has been associated with a reduced ability for glucose and lipid deposition in human adipocytes, leading to higher circulating values of these compounds [90]. Patients with hyperprolactinemia are found with metabolic disorders such as insulin resistance and glucose intolerance [91]. Moreover, prolactin and GH can affect the expression of adiponectin, the adipose tissue regulator of glucose and fatty acid levels [92]. However, and as mentioned before, *ADIPOQ* expression values were found numerically higher (q = 0.297) in BI with RNA-seq as well as with real-time PCR (*p* = 0.11). 

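As for ACACA, the values used here for ADIPOQ are those of the authors' deposited table. There, 1 of 10710 genes has the log2 FC and adjusted p-value that the paper prints for ADIPOQ, and it was taken as that gene. Its log2 FC is −0.62 with a standard error of 0.36, a 95% interval computed from them of −1.33 to 0.08, and an unadjusted p-value of 0.083 from the authors' DESeq2 fit. Its mean count is 173, which 1309 genes of the table exceed.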

AMPK has a key role in the cellular maintenance of ATP levels and is responsible for the regulation of growth and transcriptional controlling programs [93]. In a recent in vivo study in mice [94], AMPK regulation lipolytic activity in adipose tissue was confirmed, due to the direct phosphorylation of hormone sensitive lipase and adipose triglyceride lipase. AMPK as also been found to suppress lipogenesis by phosphorylating SREBP-1 c, inhibiting its transcriptional activity [95]. More recently, purebred IB foetuses have also been found associated with a downregulation of AMPK when compared to crossbred Iberian × Large White pigs in muscle [96]. Observed leptin overexpression would suggest an activated AMPK in AL, however an impaired leptin signalling as proposed by García-Contreras may also be occurring. IGF1 is the first cell response to GH stimulation. This anabolic factor contributes to cell differentiation and homeostasis though is not mandatory in adipose tissue development [97]. IGF1 is essential in the physical stress response that induce myocyte growth and hypertrophy [98], while regulating adipose tissue metabolism by inhibiting lipolysis similarly to insulin [99]. 

Another interesting canonical pathway found significantly affected by the DE genes (*p* < 0.01) include the complex TR/RXR of the nuclear retinoid X family receptors. This pathway is related to thyroid hormone activation, affecting key biological mechanisms such as differentiation, growth and development, lipid and carbohydrate metabolisms, thermogenesis and central nervous system functions [100]. 

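Of the 7 genes listed for TR/RXR activation in Supplementary Table S4, FASN, ME1, NCOA4, STRBP and THRSP were higher in AL, with no overlap of the breeds in all 5, and PCK1 and PIK3R4 were higher in BI, with breeds that overlapped in both. THRSP (ENSSSCG00000033822, chromosome 9 of Sscrofa11.1 from 12479913 to 12484323) had 187 ± 35.4 (SD, n = 4) normalized counts in AL and 66.6 ± 31.3 (SD, n = 4) in BI, a log2 FC of 1.59 (standard error 0.42, two-sided exact permutation p = 0.029), and its 3′ end lies within 5 kb of that of NDUFC2 on the opposite strand. Exons of STRBP and NCOA4 overlap exons of opposite-strand genes by 441 and 521 bp.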

In rats, thyroid hormone has been found to induce differentiation of preadipocytes in white adipose tissue, as well as to increase lipid content in cells, stimulating a variety of lipogenic enzymes including ACLY, ME1 and FASN, etc. [100]. However, in this canonical pathway, the software was not able to predict the direction of the activity pattern.

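IL-6 signalling lists 3 genes higher in AL (A2M, IKBKG and SHC1) and 3 higher in BI (FOS, PIK3R4 and STAT3), and IL-9 signalling lists IRS1, higher in AL, and PIK3R4 and STAT3, higher in BI. The pentose phosphate pathway lists TALDO1 and TKT, both higher in AL with breeds that did not overlap (two-sided exact permutation test, p = 0.029 for each). With the authors' log2 FC centred on genes of similar mean count, the adjusted p-value was 0.375 for TALDO1 and 0.115 for TKT. TKT had 379 ± 97.3 (SD, n = 4) normalized counts in AL and 209.6 ± 40.1 (SD, n = 4) in BI, a log2 FC of 0.84. TALDO1 had 10183 ± 1696 (SD, n = 4) and 5589 ± 1888 (SD, n = 4), respectively, a log2 FC of 0.91, and its exons overlap exons of GATD1 on the opposite strand by 71 bp. The acetyl-CoA pathway lists only ACLY, palmitate biosynthesis and fatty acid biosynthesis initiation only FASN, and stearate biosynthesis ACOT8, ELOVL6 and FASN. ACOT8 had a log2 FC of 0.78 (standard error 0.21), and its exons overlap exons of SNX21 on the opposite strand by 7 bp. Its adjusted p-value after the same centring was 0.408, against 0.0196 for ELOVL6 and 0.0333 for FASN.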

Other canonical pathways of interest found where no directional activity pattern was predicted included IL-6 and IL-9 signalling, the pentose phosphate pathway, Acetyl-CoA Biosynthesis III (from Citrate), Palmitate Biosynthesis I, Fatty Acid Biosynthesis Initiation II and Stearate Biosynthesis I. IL-6 is a pro-inflammatory cytokine, directly involved in increased fatty acid oxidation and decreased insulin resistance [101]. A group of interleukins, where IL-6 is included, can stimulate AMPK through the activation of signal transducer and activator of transcription 3 (STAT3) which was found upregulated in BI (log2 FC = −0.940, q < 0.05). On the other hand, IL-9 is a cytokine with an associated anti-inflammatory activity [102].

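Insulin receptor signalling lists ACLY, CBL, GYS1, IRS1 and SHC1, which were higher in AL, and PIK3R4, which was higher in BI. The breeds did not overlap for IRS1 and SHC1 only. IRS1 had 79.5 ± 22.6 (SD, n = 4) normalized counts in AL and 39.5 ± 8.24 (SD, n = 4) in BI (two-sided exact permutation test, p = 0.029), and the 3′ end of an opposite-strand gene lies within 5 kb of its own. GYS1 (ENSSSCG00000003154, chromosome 6 of Sscrofa11.1 from 54234600 to 54250211) had the highest mean count of all 458 genes, with 193665 ± 36950.5 (SD, n = 4) in AL and 102913 ± 41729 (SD, n = 4) in BI, a log2 FC of 0.98 (exact permutation p = 0.057), and AL replicate 52, with 138340.0, lay apart from the other 3 AL pigs. Its exons overlap exons of an uncharacterized gene on the opposite strand by 170 bp, and its 3′ end lies within 5 kb of that of FTL, the gene for ferritin light chain, on the opposite strand. Exons of CBL overlap exons of MCAM on the opposite strand by 6481 bp, and those of SHC1 exons of CKS1B by 111 bp. Over the 6 genes, the median log2 FC was 0.98.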

The main canonical pathway associated to the AL breed was Insulin receptor signalling (z-score = 1.633, *p* < 0.05). As mentioned before, insulin sensitivity plays an elemental role in modulating glucose and lipid deposition. Insulin accumulation induce triglyceride deposition while inhibiting lipolysis culminating in more fat mass, where inflammatory cytokines tend to accumulate and promote more insulin resistance in the individuals.

Identification of potential upstream regulators and their effects at a transcriptional level to help explain the obtained DEG’s was accomplished using IPA. A total of 643 regulator molecules were identified (*p* < 0.05, Supplementary Table S5) with 16 predicted to be active in AL (z-score ≥ 2) and 20 predicted to be active in BI (z-score ≤ −2).

Activated upstream regulators found in AL include mainly molecules associated with lipid homeostasis, adipogenesis and/or insulin sensitivity such as ADIPOQ, NR1D1, PPARG, SREBF2, SCAP and MED1. 

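All 6 target genes listed for SREBF2 in Supplementary Table S5 (ACLY, ELOVL6, FASN, FDFT1, SCD and THRSP) were higher in AL, with a median log2 FC of 1.73, and the breeds did not overlap in 5 of them. The 8 targets of SCAP comprise these 6 and ATF3 and ID1, both higher in BI. For PPARG, 14 of 20 targets were higher in AL, for ADIPOQ 6 of 9, for MED1 5 of 7 and for NR1D1 3 of 5, where EGR1 and FOS were the targets higher in BI. FDFT1, the squalene synthase gene (ENSSSCG00000026044, chromosome 14 of Sscrofa11.1 from 14976259 to 15010701), had 30646 ± 6384 (SD, n = 4) normalized counts in AL and 15018 ± 5077 (SD, n = 4) in BI, a log2 FC of 1.08 (standard error 0.32, two-sided exact permutation p = 0.029), and its 3′ end lies within 5 kb of that of CTSB on the opposite strand. Centring of the authors' log2 FC on genes of similar mean count gave FDFT1 an adjusted p-value of 0.210 and SCD 0.0535. Among the same SREBF2 targets it gave 0.00469 for ACLY, 0.0196 for ELOVL6, 0.0333 for FASN and 0.00482 for THRSP. The regulators' own expression is given per pig for none of the 6.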

*ADIPOQ* is a gene exclusively expressed in the adipose tissue and its coding protein, adiponectin, is found circulating mostly within the plasma, where it participates in the regulation of several metabolic and hormonal mechanisms [103,104]. Adiponectin is known to trigger AMPK phosphorylation and increase the peroxisome proliferator-activated receptor alpha (PPARA) activity leading to β-oxidation, while being associated with reduced insulin resistance and anti-inflammatory activity through AdipoR1 and AdipoR2 signalling [104]. ADIPOQ circulating levels are inversely related with body fat mass and are higher when a low caloric intake is occurring [104]. In our trial, although animals from both breeds were slaughtered at ~150 kg of body weight, AL pigs have shown a higher ability to deposit fat mass, while BI developed more muscle mass [33], which suggest a higher expression of *ADIPOQ* in BI than in AL. On the other hand, our results indicate that ADIPOQ gene expression is not statistically different between breeds which would suggest that ADIPOQ activation as regulator could be a consequence of differential regulation at other levels, such as post-transcriptional regulation. NR1D1 has been previously described as a key factor in the coordination of the mammalian circadian rhythm with metabolic pathways in several tissues, including adipose tissue [105]. This transcription factor can stimulate adipogenesis and preadipocyte differentiation via a PPAR response element that induces increased expression of various adipogenic markers including *PPARG*, at a later adipogenesis stage [106,107].

The family of sterol regulatory element-binding proteins (SREBFs) is responsible for managing cellular lipid homeostasis in vertebrates by adjusting sterol-regulated lipogenic genes to the cell current needs [108]. SREBF2 is a transcriptional activator homolog to SREBF1 but, unlike the latter, is bounded to stimulate genes related to cholesterol synthesis such as *HMGCR*, *HMGCS*, *MVK* and *LDLR* and not fatty acid synthesis [108,109]. *SCAP* encodes for the protein responsible for the exportation of SREBF’s to the Golgi complex for cholesterol synthesis by binding to the specific SREBF in the endoplasmic reticulum [110].

MED1 is a transcription factor of the Mediator complex and operates by mediating RNA polymerase II-dependent genes. Metabolically, MED1 is essential for adipocyte differentiation and adipogenesis by stimulating *PPARG* expression [111]. Adipogenesis comprehend two main steps. Firstly, early proadipogenic factors such as CEBPB, CEBPD and KLF’s are stimulated and participate in the regulation of enhanceosomes formation which prompt the maturation of differentiated adipocytes by the activation of PPARG and CEBPA [112,113]. In this process, PPARG is recognized to have a master regulatory influence since the other factors cannot stimulate adipocyte differentiation without PPARG [112,114]. 

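Over the 6 regulators ADIPOQ, NR1D1, PPARG, SREBF2, SCAP and MED1, Supplementary Table S5 names 30 different target genes, 18 of them higher in AL and 12 higher in BI, and the breeds did not overlap in 21. ACLY and FASN are targets of all 6 regulators, SCD of 4, and CEBPA, ELOVL6 and FABP4 of 3 each, so that the same genes enter several lists.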

Upstream regulators associated to AL confirm the suggested hypothesis of an increased adipogenesis and cholesterol synthesis and uptake in this breed which agrees with the phenotypic data that characterises the fatter AL and the leaner BI genotypes [33,115].

Activated upstream regulators found in BI include molecules involved in the immunoregulatory and inflammatory processes such as MYD88, CCL2, IRF2, RELA and TNF, as well as regulators involved in lipid metabolism and insulin signalling such as INSIG1, INSIG2 and FOXO1. 

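All 5 targets listed for MYD88 (ATP6V1E1, DLL4, DUSP1, EGR1 and ICAM1) were higher in BI, with a median log2 FC of −1.48, as were 5 of 6 targets of RELA, 3 of 4 of IRF2, 12 of 22 of TNF and 2 of 4 of CCL2. The largest of these differences without overlap between the breeds, apart from FOSB, was that of ATP6V1E1, with 26.6 ± 3.65 (SD, n = 4) normalized counts in AL and 106 ± 46.5 (SD, n = 4) in BI (log2 FC −1.84, two-sided exact permutation p = 0.029), and the 3′ end of an opposite-strand gene lies within 5 kb of its own. The targets of INSIG1 and INSIG2 were higher in AL without exception, 6 of 6 and 5 of 5, with a median log2 FC of 1.60 for INSIG1; 5 of them (ACLY, ELOVL6, FASN, FDFT1 and SCD) are common to both lists. FOXO1 has 17 targets, 9 higher in AL and 8 in BI, and the breeds did not overlap in 14.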

INSIG1 and INSIG2 are identical endoplasmic reticulum proteins and are responsible for mediating feedback control of sterol synthesis by binding to the SCAP protein transporter, preventing activated SREBPs transference to the Golgi apparatus to stimulate lipogenesis [116]. Furthermore, INSIG molecules can also bind to HMGCR, inhibiting its use of cytosolic acetyl-CoA for cholesterol biosynthesis [117]. FOXO1 is regularly expressed in insulin responsive cells such as the adipocytes, is involved in their differentiation and can inhibit lipid synthesis by suppressing the transcriptional activity of PPARG [118]. This protein is also a suggested transcription factor with positive effect in myogenic growth, though studies are not consistent [119]. Other regulators also found to be associated with growth, myogenesis and muscle cell differentiation and proliferation were MEF2C and PDGFB.

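The 6 targets listed for MEF2C (ATF3, COL2A1, FOS, FOSB, KLF2 and MYH7) were all higher in BI, with a median log2 FC of −1.63, and the breeds did not overlap for FOS, FOSB and KLF2. KLF2 had 174 ± 47.9 (SD, n = 4) normalized counts in AL and 409 ± 125 (SD, n = 4) in BI (two-sided exact permutation p = 0.029), and ATF3 had 20.8 ± 20.3 (SD, n = 4) and 75.8 ± 35.4 (SD, n = 4), respectively, with overlapping breeds (exact permutation p = 0.057). PDGFB has 2 targets, SPP1 higher in AL and FOS higher in BI. Over MEF2C and the 8 regulators MYD88, CCL2, IRF2, RELA, TNF, INSIG1, INSIG2 and FOXO1, Supplementary Table S5 names 39 different targets, 17 higher in AL and 22 higher in BI, and 22 of the 39 are also targets of at least 1 of the 6 regulators that the paper relates to AL.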

Regulator effect analysis identified proliferation of fibroblast cell lines and activation of myeloid cells to be amongst the main functions associated with our determined upstream regulators. This is indicative of connective tissue development and an active state of the innate immune system, probably due to the obesity-associated inflammation, respectively. Additionally, regulator effect analysis together with some of the activated functions in BI may suggest a predominance of the stromal-vascular fraction in the cell population and not adipocytes. The complete list of master regulators and their effects on the regulators and genes in our dataset is shown in Table 2.

Regulators and DE genes were used to conceive causal networks using IPA. 

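Of the 23 genes in the network of Figure 2, 18 were higher in AL and 5 (ADGRG1, APOD, DLL4, LYL1 and PCK1) higher in BI, and the breeds did not overlap in 18. The median log2 FC of the 23 genes was 1.15. UBE3A had a log2 FC of 2.01 and HK2 of 1.68, each with breeds that did not overlap (two-sided exact permutation test, p = 0.029). Exons of 5 of the 23 genes (DNM2, GLS2, GSS, LYL1 and SYCP3) overlap exons of another gene on the opposite strand, and 3 others (EGFL7, SBNO2 and THRSP) have the 3′ end of an opposite-strand gene within 5 kb of their own. DNM2 had a log2 FC of 0.60, which became −0.05 when the values were rescaled to the same upper quartile, a setting that moved the median log2 FC of the 458 genes by a similar amount.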

One of the main networks established is related to lipid metabolism, carbohydrate metabolism and molecular transport (Figure 2). This network attained a total score of 31, summarizes the associated activity of 23 molecules and emphasizes the central role of *FASN* in the metabolic regulation in adipose tissue.

In normal cells, *de novo* lipid synthesis is only stimulated in case of lipid depletion, since these needs are usually met via absorption of dietary lipids. AL pigs are characterized by a genetic predisposition to be precociously adipogenic which, according to our data, may be associated to a deregulated *de novo* fatty acid synthesis leading to increased fatty acid accumulation, regardless of dietary lipid absorption.

In conclusion, the transcriptome analysis of the Alentejano and Bísaro Portuguese local pig breeds allowed the identification of a total of 458 differentially expressed genes and contributed with valuable insight to what is metabolically occurring in the adipose tissue of these breeds. Our data suggest that the determining factor that differentiate the higher fat deposition in AL is related to an increased *de novo* fatty acid synthesis, due to the upregulation of key genes such as *ACLY*, *FASN* and *ME1*. 

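With each pig left out in turn, the log2 FC stayed between 1.73 and 2.42 for ACLY and between 1.54 and 2.24 for FASN. From the upregulation of ACLY, FASN and ME1 in AL, the paper proposes that an increased de novo synthesis of fatty acids is what sets the higher fat deposition of this breed apart.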

Cholesterol synthesis is also suggested to be higher in AL via SREBF2, SCAP and PPARG. Lipolytic activity may be more active in BI than AL through GH and AMPK signalling. Moreover, the predicted activation of INSIG1 and INSIG2 in BI suggests that this breed is more sensitive to insulin whereas the AL is less sensitive like the Iberian breed. Our data also suggest that AL pigs, such as previously described in Iberian pigs, have developed patterns of insulin and leptin resistance and obesity-induced chronic inflammation. Moreover, signalling of CD40 may play a dictating role in the development of insulin resistance in AL pigs.

## Figures and Tables

**Figure 1:**
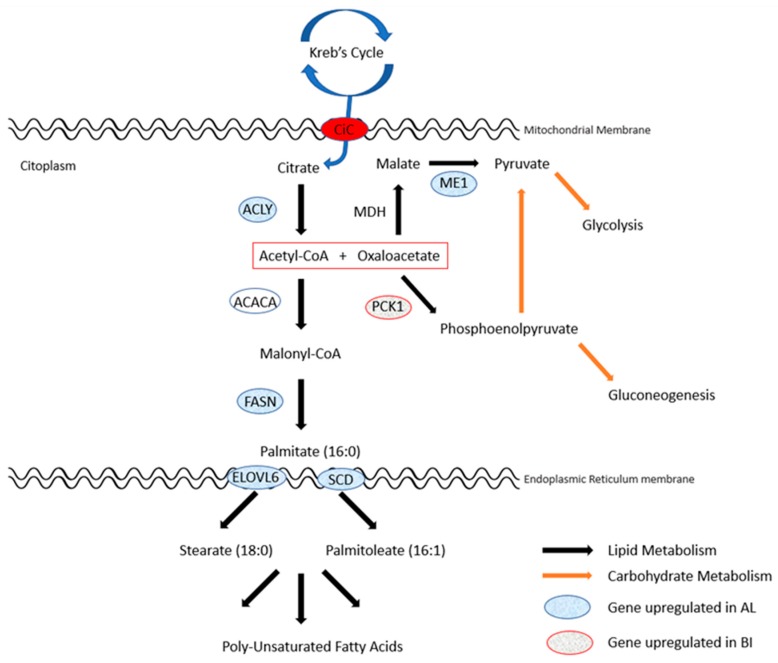
Linking lipid biosynthesis with carbohydrate metabolism: direction of upregulated genes in the Portuguese local pig breeds.

**Figure 2:**
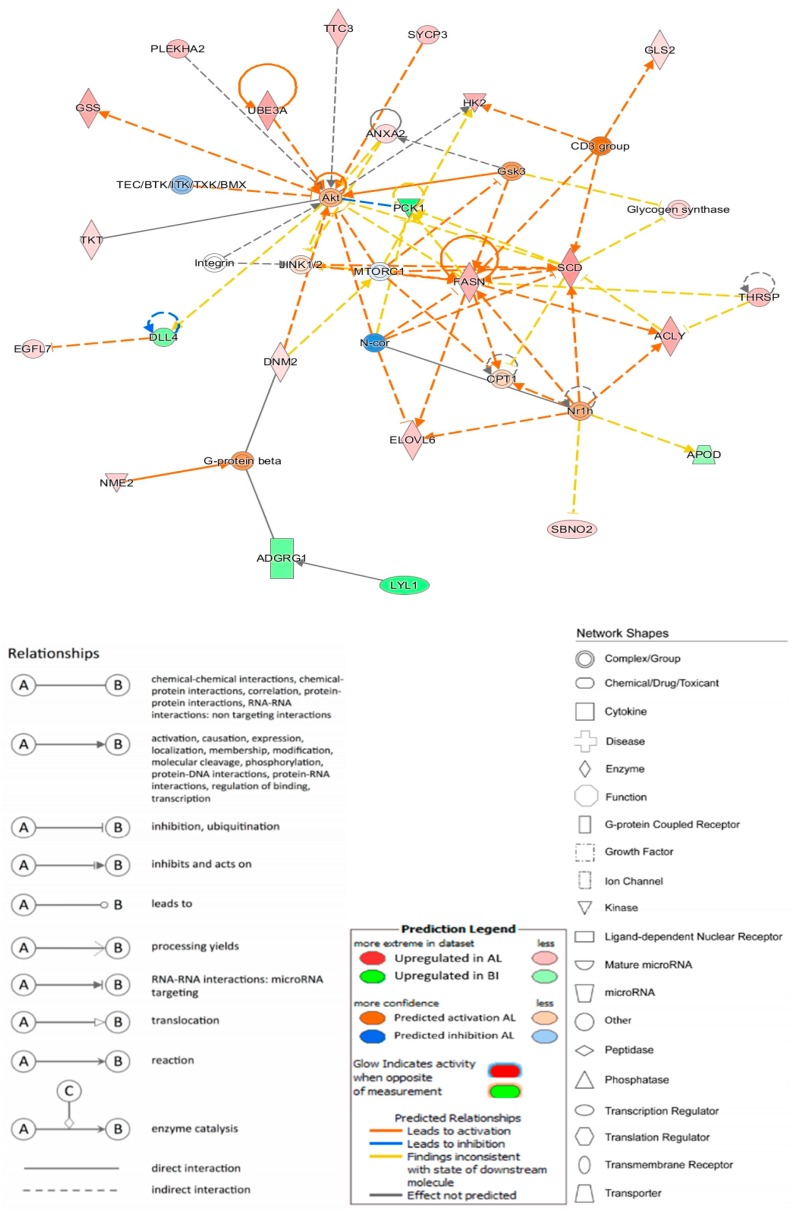
Carbohydrate metabolism, Lipid metabolism and Molecular transport Ingenuity Pathway Analysis (IPA) Network.

**Table 1:** Gene expression comparison through RNA-seq and Real Time qPCR of the selected genes.

Genes	RNA-seq		Real Time qPCR		Correlation	
	Log2 FC	q-Value	Log2 FC	*p*-Value	*r*	*p*-Value
*ACACA*	0.854	0.116	1.055	0.077	0.986	7.07 × 10^−6^
*ACLY*	1.853	0.005	1.601	0.068	0.864	0.006
*ADIPOQ*	−0.625	0.297	−0.685	0.110	0.707	0.050
*ELOVL6*	1.236	0.009	0.671	0.136	0.650	0.081
*FASN*	1.691	0.002	1.359	0.100	0.920	0.001
*LEP*	1.376	0.037	0.929	0.046	0.739	0.036
*ME1*	2.090	8.42 × 10^−6^	1.008	0.106	0.757	0.030
*PCK1*	−1.959	0.037	−2.660	0.001	0.820	0.013
*SCD*	2.311	0.026	1.351	0.087	0.643	0.086
*n* = 4						

**Table 2:** Causal regulator effects predicted to be activated and inhibited in AL.

Master Regulator	Participating Regulators	Predicted Activation (AL)	Z-Score	*p*-Value	Target Molecules in Dataset
INSIG2	INSIG2	Inhibited	−2.236	3.74 × 10^−6^	5
FLCN	Esrra, FLCN, MTORC1, PPARGC1A	Inhibited	−2.236	7.72 × 10^−6^	20
PKIA	CREB1, Pka, PKIA	Inhibited	−2.887	1.26 × 10^−5^	12
LRAT	Akt, INSR, JAK2, LRAT, RPE65, STAT5a/b	Inhibited	−3.300	3.03 × 10^−5^	18
NRG4	NRG4	Inhibited	−2.000	3.76 × 10^−5^	4
PDGF BB	PDGF BB	Inhibited	−2.333	1.54 × 10^−4^	9
CREB1	CREB1	Inhibited	−2.828	1.69 × 10^−4^	8
GNAS	GNAS	Inhibited	−2.236	1.97 × 10^−4^	5
MFSD2A	MFSD2A	Inhibited	−2.000	4.85 × 10^−4^	4
MEF2C	MEF2C	Inhibited	−2.236	1.47 × 10^−3^	5
HSP27	Hsp27	Inhibited	−2.000	1.63 × 10^−3^	4
NDFIP1	Akt, Jnk, Map3k7, NDFIP1, PTEN, SRC	Activated	2.449	2.31 × 10^−6^	24
NR1D1	NR1D1	Activated	2.236	5.36 × 10^−6^	5
NSUN3	NSUN3	Activated	2.000	5.61 × 10^−6^	4
ALKBH1	ALKBH1	Activated	2.000	5.61 × 10^−6^	4
UCHL3	Akt, AMPK, FOXO1, GSK3B, INSR, UCHL3	Activated	2.449	1.05 × 10^−5^	24
MIR-29B-3P (AND OTHER MIRNAS W/SEED AGCACCA)	Akt, ERK, miR-29b-3p (and other miRNAs w/seed AGCACCA), PMP22	Activated	2.500	1.06 × 10^−5^	16
ARNTL	Akt, ARNTL, CLOCK, NFE2L2	Activated	2.200	2.85 × 10^−5^	25
IDH1	IDH1	Activated	2.236	2.97 × 10^−5^	5
EPCAM	EPCAM	Activated	2.000	3.76 × 10^−5^	4
ATP7B	Akt, ATP7B	Activated	2.887	4.58 × 10^−5^	12
DAP3	DAP3	Activated	2.000	5.36 × 10^−5^	4
BACE1	BACE1, CREB1, Pka	Activated	2.714	7.70 × 10^−5^	11
ATP7B	ATP7B	Activated	2.236	3.98 × 10^−4^	5
MLXIPL	MLXIPL	Activated	2.000	4.02 × 10^−4^	4
SCAP	SCAP	Activated	2.449	4.21 × 10^−4^	6
SREBF2	SREBF2	Activated	2.449	6.09 × 10^−4^	6
GHRL	GHRL	Activated	2.000	8.06 × 10^−4^	4
MED1	MED1	Activated	2.449	1.00 × 10^−3^	6

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/4/422/s1, Table S1: Primer design for qPCR, Table S2: List of differentially expressed genes, Table S3: Enriched biological functions in the set of differentially expressed genes, Table S4: Enriched canonical pathways in the set of differentially expressed genes, Table S5: Predicted upstream regulators for the set of differentially expressed genes.

# Supplementary material for: Comparative Transcriptomic Analysis of Subcutaneous Adipose Tissue from Local Pig Breeds
**Source:** Genes (Basel). 2020 Apr 15;11(4):422. doi: 10.3390/genes11040422
**Supplement:** Supplementary file 1

Supplementary table 1. Primer design for qPCR

| Gene | Sequence (5’-3’) | Product size (bp) | Annealing Temperature (°C) | Accession number | Reference |
| --- | --- | --- | --- | --- | --- |
| *ACTB* | FW: TCGCACTTCATGATCGAGTTG | 138 | 60 | AY550069 | Guo*, et al.* [1] |
|  | RV: CGACGGCCAGGTCATCAC |  |  |  |  |
| *RPL19* | FW: GCTTGCCTCCAGTGTCC | 82 | 58 | AF435591 | Guo, Tang, Wang, Liu and Wang [1] |
|  | RV: GTTGGCGTTGGCGATTT |  |  |  |  |
| *TOP2B* | FW: AACTGGATGATGCTAATGATGCT | 137 | 58 | NM_001258386.1 | Gu*, et al.* [2] |
|  | RV: TGGAAAAACTCCGTATCTGTCTC |  |  |  |  |
| *ACACA* | FW: TCCCAGTGCAAGCAGTATG | 211 | 60 | EF 618729 | Tan*, et al.* [3] |
|  | RV: TGCCAATCCACACGAAGAC |  |  |  |  |
| *ACLY* | FW: GAGGCAGCATCGCAAACTTCAC | 170 | 55 | NM_001105302.1 | Gao*, et al.* [4] |
|  | RV: GGTCTTCCCAACTTCTCCCATC |  |  |  |  |
| *ADIPOQ* | FW: CGTTCAGCATTCAGTGTGG | 178 | 55 | NM214370 | Weber*, et al.* [5] |
|  | RV: TCATTCAATGTTGTGGTAGAGA |  |  |  |  |
| *ELOVL6* | FW: AGAACACGTAGCGACTCCGAAGAT | 177 | 60 | XM_013978957.1 | Benítez*, et al.* [6] |
|  | RV: GACATGCCGACCGCCAAAGATAA |  |  |  |  |
| *FASN* | FW: GCAGGCGCGTGATGGGAATGGTG | 206 | 58 | NM_001099930 | Benítez, Fernández, Isabel, Núñez, Mercado, Gómez-Izquierdo, García-Casco, López-Bote and Óvilo [6] |
|  | RV: GCCCGAGCCCGAGTGGATGAGCA |  |  |  |  |
| *LEP* | FW: GGCCCTATCTGTCCTACGTTGAAG | 237 | 60 | NM_213840.1 | Benítez, Fernández, Isabel, Núñez, Mercado, Gómez-Izquierdo, García-Casco, López-Bote and Óvilo [6] |
|  | RV: TGGAAGGCAGACTGGTGAGGAT |  |  |  |  |
| *ME1* | FW: GCCGGCTTTATCCTCCTCT | 223 | 55 | XM_001924333.5 | [6] |
|  | RV: TCAAGTTTGGTCTGTATTTTCTGG |  |  |  |  |
| *PCK1* | FW: ATGCCTCCTCAGCTCTCAAA | 198 | 60 | NM_001123158.1 | - |
|  | RV: GATGACACCCTCTTCCTCCA |  |  |  |  |
| *SCD* | FW: CCGCCCTGAAATGAAAGATGAC | 184 | 60 | NM_213781.1 | Gao, Zhang, Jiang, Xiao, Wang, Ma, Sun, Li, Deng, Dai, Zhao, Cui, Zhang, Liu and Zhang [4] |
|  | RV: GTAGGCAAACGCCCAGAGCAAG |  |  |  |  |

1. Guo, X.; Tang, R.; Wang, W.; Liu, D.; Wang, K. Effects of dietary protein/carbohydrate ratio on fat deposition and gene expression of peroxisome proliferator activated receptor γ and heart fatty acid-binding protein of finishing pigs. *Livestock Science* **2011**, *140*, 111-116, doi:<http://dx.doi.org/10.1016/j.livsci.2011.02.016>.

2. Gu, Y.R.; Li, M.Z.; Zhang, K.; Chen, L.; Jiang, A.A.; Wang, J.Y.; Li, X.W. Evaluation of endogenous control genes for gene expression studies across multiple tissues and in the specific sets of fat- and muscle-type samples of the pig. *Journal of Animal Breeding and Genetics* **2011**, *128*, 319-325, doi:10.1111/j.1439-0388.2011.00920.x.

3. Tan, B.; Yin, Y.; Liu, Z.; Tang, W.; Xu, H.; Kong, X.; Li, X.; Yao, K.; Gu, W.; Smith, S.B., et al. Dietary L-arginine supplementation differentially regulates expression of lipid-metabolic genes in porcine adipose tissue and skeletal muscle. *The Journal of Nutritional Biochemistry* **2011**, *22*, 441-445, doi:10.1016/j.jnutbio.2010.03.012.

4. Gao, Y.; Zhang, Y.H.; Jiang, H.; Xiao, S.Q.; Wang, S.; Ma, Q.; Sun, G.J.; Li, F.J.; Deng, Q.; Dai, L.S., et al. Detection of differentially expressed genes in the longissimus dorsi of Northeastern Indigenous and Large White pigs. *Genet. Mol. Res.* **2010**, *10*, 779-791.

5. Weber, T.E.; Kerr, B.J.; Spurlock, M.E. Regulation of hepatic peroxisome proliferator-activated receptor alpha expression but not adiponectin by dietary protein in finishing pigs. *Journal of Animal Physiology and Animal Nutrition* **2008**, *92*, 569-577.

6. Benítez, R.; Fernández, A.; Isabel, B.; Núñez, Y.; Mercado, E.D.; Gómez-Izquierdo, E.; García-Casco, J.; López-Bote, C.; Óvilo, C. Modulatory Effects of Breed, Feeding Status, and Diet on Adipogenic, Lipogenic, and Lipolytic Gene Expression in Growing Iberian and Duroc Pigs. *International Journal of Molecular Sciences* **2018**, *19*, 22, doi:10.3390/ijms19010022.

How the deposited data were processed for this re-analysis (not part of the article)

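Dorsal subcutaneous fat of 4 AL and 4 BI pigs was analysed, with 1 library per pig (AL replicates 44, 49, 52 and 63; BI replicates 25, 34, 36 and 37). The authors trimmed the paired-end reads with Trim Galore, aligned them to Sscrofa11.1 with HISAT2, counted them per gene with HTSeq-count and compared the breeds with DESeq2, and the paper states that genes were filtered by a minimum number of reads per group. The deposited expression signal of each pig is the count of a gene divided by the DESeq2 size factor of that pig, made by the authors for the 458 genes that they called differentially expressed, and the mean count listed per gene is the mean of this signal over the 8 pigs. The deposited log2 fold changes and their standard errors are those of AL against BI from the authors' DESeq2 fit. The deposited score of each gene is the authors' log2 FC divided by its standard error. The deposited p-values are those of the authors' test, unadjusted, and adjusted by the false discovery rate over the genes that the authors kept. The size factors recovered were 0.675, 1.10, 0.930 and 0.753 in the AL pigs and 1.31, 1.46, 1.06 and 1.20 in the BI pigs, and between 359708 and 883622 reads per pig had been counted on the 458 genes. The values were used as deposited, and the steps from reads to normalized counts were not repeated.

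Each value per pig was a whole multiple of 1 step in that pig, so that whole reads could be recovered for 100% of the values. Counting error and differences between animals both enter the SD printed, and 4 pigs per breed limit the precision of each mean. For each of the 458 genes, the mean and SD of the normalized counts, the log2 FC as the difference of mean log2(normalized count + 1), its standard error, a two-sided exact permutation test over the 70 splits of the pigs into 4 and 4, and the overlap of the breeds were computed. With 4 pigs against 4, an exact p below 0.05 occurs only where the breeds do not overlap, so that both counts are the same by construction. Genes named are those that the paper names with a value, the members of the pathways, regulators and network that its text names, and the 10 genes with the largest authors' log2 FC among the called genes whose breeds do not overlap. Members of the functions of Supplementary Table S3 outside this rule are named where they are few, and were chosen after their values were seen. Some results for single genes are not reported here. Lin's concordance coefficient was computed against the paper's qPCR values over the 7 of the 9 genes of Table 1 that are among the 458 genes. All 9 genes had been planned, but ACACA and ADIPOQ have no values per pig among the 458 genes and were found in the authors' table only by the values that the paper prints.

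The pathway, regulator and function scores of the paper come from a commercial knowledge base, and only the expression of the genes that Supplementary Tables S3, S4 and S5 list was derived. No across-gene test is reported as a main result, because a test among genes chosen for a breed difference has no valid null. The positions, exon overlaps and neighbours within 5 kb of 398 of the 458 genes (86.9%) were taken from the RefSeq annotation of Sscrofa11.1 by symbol. Comparisons between groups of genes used permutation tests with 100000 permutations, or 10000 within classes of exon length, and 10000 random lists were drawn for the immediate-early genes.

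The alternatives tried were pseudocounts of 0.1 and 10, a median of ratios and an upper quartile recomputed over the 458 genes, the ratio of the breed means, the difference of the breed medians, genes with a mean of at least 50 normalized counts, the exact rank-sum test, limma and edgeR over the 458 genes, other adjustments and thresholds for the authors' p-values, and leaving out each pig in turn; these, the tests between the breeds and the list of immediate-early genes, drawn from the paper's supplementary tables with their fold changes in view, were set before the data were examined, and the tests of gene properties and mean counts were not. Centring the authors' log2 FC on genes of similar mean count, leaving out pigs for the count of genes without overlap, and leaving out GYS1 in the comparison of mean counts were added after the values were seen. The calculations were tested on simulated data with 200 changed and 258 unchanged genes: 100% of the changed genes had an exact p below 0.05, against 3.49% of the unchanged genes, and limma called 1.55% and edgeR 1.94% of the unchanged genes. The mean size of the estimated log2 FC of changed genes was 1.99 for a simulated change of 2. A simulated trend of the log2 FC with the mean count gave 267 calls among 6134 genes before centring and 0 after it. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16 were used.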

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

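No test in this part was chosen after its result was seen, since none was run beyond the measure of distance itself. A pig was singled out where its gap to the nearest other pig of its breed, as a share of the range of that breed on the log2 scale, exceeded Dixon's critical value for 4 values. This held for 12 of 194 groups of 4 pigs, where 9.7 are expected by chance, so that the number of such pigs is about what chance gives. The 12 cases fall on AL replicate 44 (3), BI replicate 25 (3), BI replicate 36 (2), BI replicate 37 (2), AL replicate 49 (1) and AL replicate 52 (1).

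In AL replicate 44, the normalized counts were below those of the other 3 AL pigs for ACLY (35.6 against at least 91.6, gap 0.97 of the range), ME1 (44.4 against at least 68.8, gap 0.95) and TXNRD2 (284 against at least 667, gap 0.864). AL replicate 49 was lowest for TCIM (19.0 against at least 49.1, gap 0.833) and AL replicate 52 for GYS1 (138340 against at least 209617, gap 0.942). BI replicate 25 was lowest for BIRC7 (3.06 against at least 11.7, gap 0.903) and for WNT8B (0.765 against at least 5.83, gap 0.857), where its value is that of a single read, and highest for IGF2 (894 against at most 457, gap 0.862). BI replicate 36 was highest for EGR1 (404 against at most 299, gap 0.851) and for IKBKG (215 against at most 149, gap 0.933). BI replicate 37 was lowest for FOSB (195 against at least 283, gap 0.928) and highest for SYCP3 (2199 against at most 599, gap 0.84).

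In ACLY, GYS1 and SYCP3 the breeds overlap only through the pig named, since the nearest other pig of its breed lies beyond all pigs of the other breed. In the other 9 genes the breeds do not overlap with all 8 pigs, as chance gives in 2.86% of genes that do not differ. The log2 FC of IGF2 was −0.56 without BI replicate 25, against −0.82 with all pigs, and that of BIRC7 was 4.34 without it, against 4.77. The deposited labels and the paper give no batch, sire or date that separates these pigs; no technical and no biological explanation of single pigs was tested.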

How the results depend on the processing

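Of the settings below, centring on the mean count, the counts of genes without overlap with a pig left out, and the comparison of mean counts without GYS1 were chosen only after the results were seen. The count of genes with an exact permutation p below 0.05, 364 of 458, was also given by pseudocounts of 0.1 and 10, the ratio of the breed means and the exact rank-sum test, which is fixed in advance, since none of these changes the order of the pigs and only breeds without overlap give such a p; it shows no stability. The count was 273 with the median of ratios recomputed and 236 with the upper quartile rescaling, and 243 of the 364 genes had a mean of at least 50 normalized counts. The counts of genes whose breeds did not overlap are identical, since an exact p below 0.05 and no overlap coincide in this design. The difference of the breed medians gave 0 genes, but that test cannot give a p below 0.057, which 435 genes had, so that its count shows nothing about stability. Limma called 456 and edgeR 458 of these genes, which had been chosen for a breed difference. With each pig left out in turn, the breeds did not overlap in 368 to 411 genes, with 5.71% given by chance for 3 pigs against 4, and the exact test, whose smallest p is then 0.057, gave no count.

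Both rescalings were computed from the called genes alone, of which more are higher in AL, and they shift the median log2 FC of the 458 genes by −0.51 (median of ratios) and −0.65 (upper quartile). Of the 273 and 236 genes, 245 and 203 were among the 364. The 364 genes were 221 higher in AL and 143 higher in BI, the 273 were 102 and 171, and the 236 were 60 and 176, a change of balance that the shift towards BI fixes in advance, while the sign of the log2 FC changed in 0 and 1 of the 458 genes. The gene whose sign changed was DNM2, with a log2 FC of 0.60 as deposited and −0.047 after upper quartile rescaling, a change of the size of the common shift. Among the 94 named genes, pseudocounts and the ratio of means could change no call for the same reason, and the difference of medians took all 74 genes below 0.05 out of that range, as its smallest p requires. With the rescalings, which move all genes towards BI, 24 genes higher in AL lost and 6 higher in BI gained an exact p below 0.05 with the median of ratios, and 28 higher in AL lost and 8 higher in BI gained it with the upper quartile, apart from DNM2. Each of the 752 log2 FC with a pig left out kept its sign. Each also lay within 1 pooled SD of the value with all pigs. That limit cannot be passed when a single pig of a breed of this size is left out, so that it shows no stability.

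In the authors' deposited table, 458 genes have an adjusted p-value below 0.05 and 143 one below 0.01; 314 of the 458 also have an absolute log2 FC of at least 1. Benjamini-Hochberg adjustment over all genes with a p-value gave 350 genes, and over genes with a mean of at least 50 normalized counts 370. After centring on genes of similar mean count, 306 genes passed the threshold, of which 144 were higher in AL and 162 higher in BI, against 263 and 195 before; the cause was not tested. The concordance coefficient with qPCR, 0.874 over 7 genes, was 0.815 with a pseudocount of 10, 0.898 with the authors' deposited log2 FC for 9 genes, and between 0.782 and 0.920 across the 8 calculations that each left out 1 pig; the cause was not tested. Leaving out pigs does not show how far the 7-gene coefficient rests on PCK1, the only gene of the 7 higher in BI. The directions of the genes of the pathways and regulators were the same with the authors' deposited log2 FC. The mean correlation of the immediate-early genes stayed above 95% of random lists, at percentiles from 96.19 to 99.94 with a pig left out and at 100 with the median of ratios. The ratio of median mean counts by opposite-strand overlap was 3.06, and 2.95 without GYS1.

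No paired analysis was possible because AL and BI pigs share no replicate numbers. DESeq2 or an analysis without a filter on raw counts of all genes was not run, because the values per pig are normalized counts of the called genes.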

Differences from the paper's values

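No test in this part was chosen after the result was seen. The paper gives 20% of the differentially expressed genes as lacking a name, while 10.3% of the 458 deposited genes had none, 47 genes in the deposited values as in the paper's count; none of the alternatives set before the data were examined bears on this share. The paper's concordance coefficient is 0.804 over 9 genes, and 0.874 was computed here over 7. Of the alternatives set before the data were examined, a pseudocount of 10 (0.815) and leaving out AL replicate 44 (0.849), AL replicate 49 (0.816) or BI replicate 36 (0.782) gave values within 1 SD of the paper's, and the authors' deposited log2 FC for all 9 genes (0.898) and leaving out AL replicate 52 (0.876), AL replicate 63 (0.902), BI replicate 25 (0.920), BI replicate 34 (0.907) or BI replicate 37 (0.867) gave values farther from it, where the SD is that of the 8 values that each left out 1 pig. The paper's log2 FC of TAS2R39 is −4.61, and −2.68 was computed here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (−3.85), the ratio of the breed means (−3.57), and leaving out BI replicate 25 (−3.40) or BI replicate 36 (−3.20) gave values within 1 pooled SD between pigs of the paper's, and a pseudocount of 10 (−1.18), the median of ratios (−2.99), the upper quartile (−3.06), the breed medians (−2.63) and leaving out any of the other 6 pigs (−2.06 to −2.82) gave values farther from it.

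The paper names TAS2R39 as the gene with the highest overexpression in BI, whereas from the values per pig KBTBD8 had the most negative log2 FC, −2.71. Of the alternatives set before the data were examined, TAS2R39 was the more negative of these 2 genes with a pseudocount of 0.1 (−3.85), by the ratio of the breed means (−3.57), and without AL replicate 49, 52 or 63 or BI replicate 25 or 36, and KBTBD8 under the others. The paper calls ACLY, LEP, CEBPA, PCK1 and ELN differentially expressed, and the exact permutation test gave 0.057 for each. For PCK1 and ELN the exact p was 0.029 under the median of ratios and the upper quartile recomputed over the called genes, both set before the data were examined. Since both rescalings move all genes towards BI, they favour such a p for any gene higher in BI and could only weaken the other 3 genes. Limma and edgeR, also set then and run over the 458 genes, a set chosen for a breed difference, called all 5.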

Other observations

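The tests of the size factors of the breeds and of the size factors within each breed, of the direction of genes with an opposite-strand overlap, of centring on the mean count and of the mean counts at equal transcript length were chosen only after the result was seen. The test of opposite-strand overlap was prompted by a few very high mean counts, such as that of GYS1, and the tests of facing 3′ ends and of gene-dense surroundings were written after the first overlap result. These comparisons are across genes, which are not independent replicates.

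Among the 398 placed genes, 147 have exons that overlap exons of another gene on the opposite strand. Their median mean count was 189, against 61.9 for the other 251 genes (two-sided permutation p = 9e-05), and they hold 55.2% of the counts on the placed genes. Genes with an overlap on the same strand did not differ from the others at the threshold (14 genes, median 485 against 92.3 for 384 genes, two-sided permutation p = 0.0914). Genes with an opposite-strand overlap are longer (p = 0.00416), but their counts stayed higher when genes were permuted only within classes of similar exon length (difference of 1.31 on the log2 scale, p = 0.0001, the smallest value these permutations can give). Among the 251 genes without an exon overlap, the 109 whose 3′ end lies within 5 kb of the 3′ end of an opposite-strand gene had a median mean count of 180.3, against 40.4 for the other 142 (p = 1e-05, the smallest value the permutations can give), whereas a 5′ end of an opposite-strand gene within 5 kb of the own 5′ end made no such difference (74 genes, 62.2 against 59.5, p = 0.759). Examples chosen after their values were seen are FDFT1, whose 3′ end faces that of CTSB, and SBNO2, which faces GPX4. The 3′ end of GYS1 faces that of FTL, but GYS1 also has an exon overlap and is not among these 109 genes. A candidate explanation is that some reads counted for these genes came from the opposite strand, from a neighbour or from transcripts running past its 3′ end. The mean normalized counts of all 10710 genes sum to 6.44% of the paper's average number of reads per sample. This share depends on whether the paper's number is of single reads or of read pairs, which is not stated. The strand of counting or other steps could equally set the share. Their part was not tested, and no biological explanation was tested.

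Genes higher in AL and genes higher in BI differed in such properties. An opposite-strand overlap was found in 106 of 229 genes higher in AL (46.3%) and in 41 of 169 higher in BI (24.3%; Fisher's exact test, two-sided, p = 6.11e-06). The median exon GC content was 54.1% in genes higher in AL and 60.6% in genes higher in BI, and the median exon length 2883 and 4127 bp (permutation p = 1e-05 for each, the smallest value the permutations can give). The size factors of AL were lower than those of BI, with medians of 0.842 and 1.25, except in 1 of 16 pairs of an AL and a BI pig (exact permutation p = 0.057), so that the direction of these genes cannot be told apart from a difference in size factors between the breeds. Size factors reflect both sequencing depth and composition, and total reads per pig were not analysed here. The properties named remain as technical explanations beside the breeds themselves.

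The log2 FC of all genes in the authors' deposited table rose with the mean count. Without its 10 highest genes, the class of genes with the highest mean counts still had a median log2 FC of 0.31, against −0.06 for all genes, but leaving out so few genes of a class can hardly move its median, and the normalization was not redone without them, so that the rise cannot be told apart from an effect of a few abundant genes on the normalization. After centring on genes of similar mean count, with running medians from −0.19 to 0.41, 47.1% of the called genes were higher in AL, against 57.4% before. Centring removes a rise of either origin, so that a normalization set by the many genes with low counts cannot be told apart from a higher expression of abundant genes in AL, nor from an effect of the size factors of the breeds, of which AL had the larger in 1 of 16 pairs. Of the 20 genes that the paper names with a log2 FC, 16 had an adjusted p-value below 0.05 after centring, and CEBPA, LEP, PCK1 and SCD did not.

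The 14 immediate-early genes tested, such as FOS, FOSB, EGR1, ATF3, DUSP1 and KLF4, were chosen from the paper's supplementary tables, which give their fold changes, so that their direction was known and only their covariation between pigs was open. They were all higher in BI, with a median log2 FC of −1.33, and the breeds did not overlap in 9 of them. Chance gives 2.86% for genes that do not differ, but these genes had been called different, and among all 458 called genes the share was 79.5%. After the breed means had been removed, they rose and fell together between pigs: their mean pairwise correlation was 0.38, above that of 99.66% of random lists of called genes (median 0.05), which were drawn from genes of both directions and not matched for direction or mean count. The mean deviation was 0.36, −0.54, −0.19 and 0.37 in AL replicates 44, 49, 52 and 63, and −0.34, 0.50, −0.01 and −0.15 in BI replicates 25, 34, 36 and 37. Against the size factors of the pigs, Spearman's rho was −0.14 (exact permutation p = 0.752) and Pearson's r −0.31 (exact permutation p = 0.439). Without the 2 pigs farthest from the median factor, r changed sign to 0.49. These factors still held the difference between the breeds. With the breed means removed from both, r was −0.49 (exact permutation within breeds, two-sided, p = 0.274). Within AL it was −0.98 (exact permutation p = 0.083) and within BI 0.47 (exact permutation p = 0.58). With 4 pigs per breed neither sign is established, so that their difference cannot decide on 1 common effect of the size factors. The shared deviation cannot be told apart from such an effect, in AL above all. The correlation is consistent with 1 shared deviation of each pig in place of separate differences of 14 genes, and the difference between the breeds may then rest on fewer independent events than the number of genes; whether handling or breed sets that deviation was not tested.

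Of the 35 distinct splits of the 8 pigs into 4 and 4, the breeds gave 364 genes with an exact p below 0.05 and the next largest split 24, so that 1 of 35 reached as many; with limma the numbers were 456 and 24, and 1 of 35. The genes had been chosen for their breed difference, which fixes this outcome in advance.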
